# Variation of DNA Methylome of Zebrafish Cells under Cold Pressure

**DOI:** 10.1371/journal.pone.0160358

**Published:** 2016-08-05

**Authors:** Bingshe Han, Wenhao Li, Zuozhou Chen, Qiongqiong Xu, Juntao Luo, Yingdi Shi, Xiaoxia Li, Xiaonan Yan, Junfang Zhang

## Abstract

DNA methylation is an essential epigenetic mechanism involved in multiple biological processes. However, the relationship between DNA methylation and cold acclimation remains poorly understood. In this study, Methylated DNA Immunoprecipitation Sequencing (MeDIP-seq) was performed to reveal a genome-wide methylation profile of zebrafish (Danio rerio) embryonic fibroblast cells (ZF4) and its variation under cold pressure. MeDIP-seq assay was conducted with ZF4 cells cultured at appropriate temperature of 28°C and at low temperature of 18°C for 5 (short-term) and 30 (long-term) days, respectively. Our data showed that DNA methylation level of whole genome increased after a short-term cold exposure and decreased after a long-term cold exposure. It is interesting that metabolism of folate pathway is significantly hypomethylated after short-term cold exposure, which is consistent with the increased DNA methylation level. 21% of methylation peaks were significantly altered after cold treatment. About 8% of altered DNA methylation peaks are located in promoter regions, while the majority of them are located in non-coding regions. Methylation of genes involved in multiple cold responsive biological processes were significantly affected, such as anti-oxidant system, apoptosis, development, chromatin modifying and immune system suggesting that those processes are responsive to cold stress through regulation of DNA methylation. Our data indicate the involvement of DNA methylation in cellular response to cold pressure, and put a new insight into the genome-wide epigenetic regulation under cold pressure.

## Introduction

DNA methylation of cytosine residues is a well-studied epigenetic mechanism implicated in multiple processes, such as genome function, gene transcription, imprinting and X-chromosome inactivation [1, 2]. Increasing number of studies show that DNA methylation plays an important role under various environmental pressures in some species [3–5]. In rice, widespread phosphate starvation-induced DNA methylation changes preferentially localize in transposable elements (TEs) close to highly induced genes [3]. In mouse liver and brain, highly variably DNA-methylated regions in environmental evolutionary adaptation were identified associated with development and morphogenesis [6]. In the plant, environmental stresses affect the epigenetic modifications and promote the activity of transposons for adaptation to the changing environment [7–10]. However, the role of DNA methylation in cold acclimation in fishes is still unclear.

Temperature is an important environmental factor that affects the life of fishes including development, sex determination, habit, and so on [11]. Fishes have been developing various adaptive changes for cold survival, including production of antifreeze glycoproteins (AFGP) [12], adaptive modification of enzyme protein structures [13], cold-efficient microtubule assembly [14], cold-adapted protein translocation [15], elevated mitochondrial densities [16], genomic expansion and gene loss [17, 18]. In addition to the mechanisms mentioned above, expression levels of many genes significantly change, contributing to adaptive changes of multiple processes including anti-oxidant system, apoptosis, development, immune system and so on [18]. In the transcriptomic study of cold acclimation in larval zebrafish, biological processes including RNA splicing, ribosome biogenesis and protein catabolic process were highly overrepresented [19, 20]. However the mechanisms underlying the regulation of those genes are still not clear.

Zebrafish is a major model system for studies of development, disease and other biological processes. DNA methylation profiling in zebrafish using whole genome bisulfite sequencing and MeDIP method has been reported [21–24], mainly investigating DNA methylation in gametes and early development. In another study, reduced representation bisulfite sequencing (RRBS) was used to profile DNA methylation patterns in the brain and liver of the zebrafish [25]. It is also known that DNA methylation dynamics occur during early zebrafish development [22]. However, the relationship between DNA methylation and environmental stress in zebrafish has not yet been reported. We wonder if DNA methylation variation takes place under cold stress and how. To address this question, ZF4 cells were used to investigate DNA methylation variation under cold pressure to eliminate tissue specific variations.

In this study, we investigated the role of DNA methylation in cold acclimation of zebrafish (Danio rerio) embryonic fibroblast ZF4 cells by genome-wide MeDIP-seq analysis. Our data suggested that DNA methylation is involved in the regulation of gene expression of essential biological processes needed for cold acclimation, such as anti-oxidant, apoptosis, development, chromatin modification. It is interesting that the global DNA methylation level increased at 5 days after cold treatment and decreased at 30 days after cold treatment, which is closely related to methylation level of genes involved in folate biosynthesis. Our data also suggested that DNA methylation of non-coding regions may play important roles in cold acclimation. The present work provides a novel insight into the-role of DNA methylation in cold acclimation in fishes.

## Materials and Methods

### Cell culture and treatment

ZF4 cell line was purchased from the American Type Culture Collection (ATCC, Cat No. CRL 2050). The cells were grown at 28°C, 5% CO_2_, in Dulbecco's modified Eagle's medium/F12 nutrient mix (SH30023.01B, Hyclone, Thermo Scientific) supplemented with 10% fetal bovine serum (10099141, Gibco, Life technologies), 1% penicillin-streptomycin-glutamine solution (SV30082.01, Hyclone, Thermo Scientific). For cold treatment, ZF4 cells were seeded at 40–50% confluence and the next day moved into an incubator at 18°C, 5% CO_2_, in the same medium for up to 30 days. The cells were split every 3 days, counted with a hemocytometer and reseeded at their initial density. All experiments were performed in triplicate. For cell viability assay, cells were prepared into a cell suspension and stained with 0.4% Trypan Blue solution (w/v) for 5 minutes, then counted with a hemocytometer.

### MeDIP-seq and statistical analysis

Genomic DNAs were isolated from ZF4 cells cultured at 28°C as control sample and at 18°C for 5 days (18°C /5d) and 30 days (18°C /30d), separately. Each condition has three biological replicates. Isolated genomic DNAs were sonicated and three biological replicates of sonicated genomic DNAs were pooled together for MeDIP-seq. The NEXTflex™ Methyl Sequencing 1 Kit (5118–01, Bioo Scientific) was used for end repair, adenylation, adapter ligation, methylated DNA enrichment and methylated DNA library construction according to the manufacturer’s instruction. Paired-end sequencing was performed with Illumina HiSeq 2000 sequencing system. Base calling was performed with Illumina Casava1.7 software. The FASTX-Toolkit program was used to filter off low quality sequences from raw sequencing data. High quality pair-end MeDIP-seq sequences were aligned with the zebrafish genome (Zv9/danRer7) downloaded from iGenome (http://support.illumina.com/sequencing/sequencing_software/genome.html) using Bowtie2 [26]. Methylated peaks were called using MACS software with default parameters. The three peak sets generated by MACS were merged using Bedtools for peaks with at least 1bp overlap to get a reference peak set (REF) for following analysis. Reads coverages were evaluated by read-count and reads per million (RPM) of REF, obtained by mapping Bowtie alignment results back to REF using Bedtools. DNA methylation pattern was revealed by hierarchical clustering of log2 (RPM+1) values of all detected methylation peaks of all samples. Reads coverage for 28°C, 18°C /5d, 18°C /30d were compared with each other with Fisher's Exact Test and FDR. Peaks with at least 2-fold change and with FDR< = 0.01 were selected as differentially methylated regions (DMR) for further analysis.

### Bisulfite sequencing PCR (BSP)

Genomic DNAs were bisulfite converted using EZ DNA Methylation-Gold kit (D5005, ZYMO) according to the instruction manual. The PCR primers were designed by MethPrimer (http://www.urogene.org/cgi-bin/methprimer/methprimer.cgi). Primers for *esrra* gene locus are BSP-esrra-F: 5'- AGGGTATGAGAGGAAAAATGT TTTA-3' and BSP-esrra-R: 5'-TTTTAAAAATACACCCCAAACAACT-3'. Primers for *cacng6a* gene locus are BSP-cacng6a-F: 5'-TGGGGTTTTAAATTTAAATGAGTTG-3' and BSP-cacng6a-R: 5'- AACAAACATCAATAACTCCACTAAC-3'. The PCR cycles were performed as following conditions: 94°C for 3 min, 37 cycles of 94°C for 30 s, 50°C for 30 s, 72°C for 30s, followed by 72°C for 5min. The PCR products were ligated into the pEASY-T5 Zero Cloning Vector (CT501, Transgen Biotech). Ten individual clones were sequenced in each sample.

### MeDIP-qPCR assay

MeDIP was performed using 1μg of DNA with EpiSeeker methylated DNA Immunoprecipitation (MeDIP) kit–DNA (ab117133, Abcam) according to the manufacturer’s instructions. Real-time PCR was carried out with MeDIP DNAs using Roche Light Cycler 480II System and Fast Start Universal SYBR Green Master (ROX) (04913949001, Roche Applied Science). Frequency of DNA methylation of immunoprecipitated DNA vs input DNA was calculated. Statistical analysis was performed using GraphPad Prism 5 software. The Student *t* test was used on measurements of enrichment frequency from 3 experimental replicates. Primers for MeDIP-qPCR are shown in S1 Table.

### Global DNA methylation level variation analysis of MeDIP-seq data

Global DNA methylation level analysis is based on pre-defined regions and RefSeq annotation. Pre-defined RefSeq genomic regions of upstream 3k, downstream 5k, 5’UTR, 3’UTR, exon and intron were downloaded from the UCSC table browser (https://genome.ucsc.edu/). Reads count along with RPKM for each region of each sample was calculated with Bedtools and an in-house R script. The RPKM value for each genomic region was compared for 18°C /5d vs 28°C, 18°C /30d vs 28°C, and 18°C /30d vs 18°C /5d using T test.

### Quantitation of global DNA methylation level

ZF4 cells were cultured at low temperature of 18°C up to 30 days. Genomic DNAs were isolated from ZF4 cells at time point of 1, 3, 5, 10, 15 and 30 days. Global DNA methylation levels were investigated by specifically measuring levels of 5-methylcytosine (5-mC) in an ELISA-like microplate-based format using MethylFlash Methylated DNA 5-mC Quantification Kit (P-1034-96, Epigenetics), following the manufacturer’s instruction. All experiments were performed in triplicate.

### Wilcoxon signed-rank test for KEGG analysis

Ensembl transcripts associated with peaks were linked with KEGG [27] ortholog IDs and pathway IDs using online KAAS annotation tool [28]. Peak sets related with each KEGG pathway were tested with Wilcoxon signed-rank test [29] to see if they are differentially distributed in the comparisons of 18°C /5d vs 28°C, 18°C /30d vs 28°C, and 18°C /30d vs 18°C /5d.

### GO enrichment analysis for differentially methylated regions (DMRs)

The Ensembl genome annotation was downloaded from the UCSC table browser (https://genome.ucsc.edu/). REF genomic type (e.g. promoter, intron…) annotation along with Ensembl transcript IDs were obtained by intersection of REF and Ensembl genome annotation using Bedtools [30]. REF was further linked with Ensembl gene IDs and GO annotation by Ensembl transcript to gene mapping and gene to GO mapping from Ensembl Biomart (http://www.ensembl.org/biomart/martview/7944b4c51c0cead1e48c21136c9c338f). Genes related with at least one DMR were used for GO enrichment analysis with in-house R scripts incorporating the R package of GO.db (GO.db: A set of annotation maps describing the entire Gene Ontology. R package version 3.1.2).

### Detection of the intracellular ROS (Reactive oxygen species) level

Intracellular ROS generation was measured using the fluorescent probe 2, 7-dichlorofluorescein diacetate (DCFH-DA) (D6883, Sigma-Aldrich). After cold treatment at 18°C for 0, 3, 6, 12, 24, 72 and 120 hours, ZF4 cells were washed twice with PBS, and then incubated with 20 μM DCFH-DA for 30 min at room temperature. The cells were washed three times with PBS, and collected for flow cytometer assay. ROS levels were expressed as median fluorescence intensity. All experiments were performed in triplicate and the student *t* test was performed using GraphPad Prism 5 software.

### Reverse transcription-qPCR analysis

Total RNA was isolated using TRlzol reagent (15596–026, Life Technologies). Reverse transcription (RT) was performed using 1μg of total RNA with Transcriptor First Strand cDNA synthesis kit (04379012001, Roche), according to the manufacturer’s instructions. PCR amplification was performed for 2 min at 50°C and 10 min at 95°C, followed by 40 cycles at 95°C for 10 s, and annealing at 60°C for 10 min. Relative mRNA level was analyzed by the comparative CT method. Data were normalized to β-actin. Statistical analysis was performed using GraphPad Prism 5 software. The Student *t* test was used on measurements of gene expression from cold treated and normal cultured samples from 3 experimental replicates. Primers for RT-qPCR analysis are shown in S2 Table.

### Chromatin immunoprecipitation (ChIP) analysis

ChIP was conducted according to a standard protocol [31]. In brief, cells were fixed in 1% formaldehyde for 6 min at room temperature. After lysis, samples were sonicated to a size range of 200 to 1,000 bps. Chromatin (150 to 200 μg) was immunoprecipitated with antibodies for H3K4me3 (ab8580, Abcam), H3K27me3 (17–622, Upstate) or rabbit IgG (15006, Sigma-Aldrich). A 10% aliquot was removed as an input fraction. Quantitative real time PCR was performed with ChIP DNA and input DNA. Data were normalized to IgG control. Relative quantitation was carried out by the comparative threshold cycle (CT) method. Statistical analysis was performed using GraphPad Prism 5 software. The Student *t* test was used on measurements of enrichment from cold treated and normal cultured samples from 3 experimental replicates. Primers for ChIP-qPCR are shown in S3 Table.

## Results

### Variation of the DNA methylation pattern of ZF4 cells under cold pressure

To investigate the effect of cold pressure on the DNA methylation pattern of ZF4 cells, cells were moved from the appropriate culture condition of 28°C to a lower temperature of 18°C. Cells showed obvious growth arrest in the first 5 days under cold exposure, then cell growth accelerated and reached a stable state about 25 days after cold treatment, although still slower than cell growth at 28°C (S1A Fig). Then the short-term (18°C, 5 days) and long-term (18°C, 30 days) acclimated ZF4 cells were exposure to a lethal temperature of 10°C, the data indicated that both acclimated ZF4 cells showed significantly higher viability than non-acclimated ZF4 cells under the lethal cold pressure (S1B Fig). It suggested that ZF4 cells can develop cold acclimation under cold pressure. 

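In methylated DNA immunoprecipitation sequencing (MeDIP-seq), DNA fragments that carry methylated cytosines are captured with an antibody and sequenced, so the number of reads on a peak is a relative measure of methylation. ZF4 is a cell line derived from zebrafish embryos. Each of the 3 conditions was represented by 1 library made from 3 pooled cultures, so no replicate check was possible, and a test on reads compares libraries, not conditions. The authors called peaks in each library, merged them into 1 reference set of 160561 peaks, counted reads back on this set and scaled the counts to the reads on all peaks (RPM). The reads on peaks numbered 2952954 at 28°C, 2465050 at 18°C /5d and 2406158 at 18°C /30d. The floor of 3 reads was an RPM of 1.02 at 28°C, 1.22 at 18°C /5d and 1.25 at 18°C /30d. A count of 0 was found in 41125 peaks (25.6%) at 28°C, 47030 (29.3%) at 18°C /5d and 46772 (29.1%) at 18°C /30d. The smallest count above 0 was 3 reads at 28°C, 2 reads at 18°C /5d and 3 reads at 18°C /30d, and 0 peaks held exactly 1 read in any library. The median count above 0 was 17 reads at 28°C, 13 reads at 18°C /5d and 16 reads at 18°C /30d. Peaks were compared by the ratio of (RPM + 1) between libraries and by the two-sided Fisher's exact test of the reads on a peak against the other reads on peaks, with Benjamini-Hochberg adjustment over all peaks (FDR). The threshold for a call was an FDR of at most 0.01 with a ratio of at least 2 or at most 0.5. Shares of peaks are given with 95% Wilson intervals, and intervals and floors cover counting error only.

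**Figure D1:**
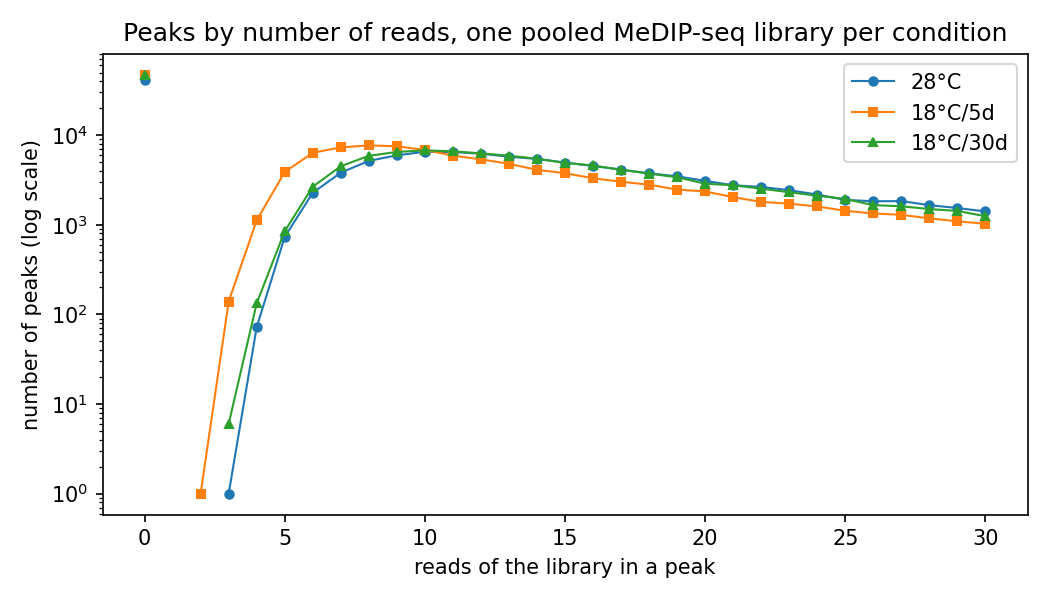
Number of peaks (vertical axis, log scale) holding each number of reads from 0 to 30 (horizontal axis), with 1 line for each pooled library. The points at 0 stand at 41125, 47030 and 46772 peaks and are separated from the rest of each line, which starts at 3, 2 and 3 reads.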

Genomic DNAs isolated from ZF4 cells cultured at 28°C, 18°C for 5 or 30 days were subjected to MeDIP-seq analysis, respectively. A range of 20,955,724 to 24,197,166 raw reads were generated from three samples after paired-end sequencing. More than 70% sequence reads were mapped to the zebrafish genome (Zv9/danRer7). Peak detection was performed using Model-based Analysis for ChIP-Seq (MACS) software [32]. Detected methylation peaks are distributed in the promoter, exon, intron, downstream, and intergenic regions by 8%, 12% or 11%, 39% or 40%, 3%, 38%, respectively (Fig 1A). 

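Of the 119436 peaks with reads in the 28°C library, 8.46% were annotated as promoter (95% Wilson interval 8.30% to 8.62%), 12.8% as exon (12.6% to 13.0%), 37.8% as intron (37.5% to 38.1%), 3.28% as downstream (3.18% to 3.38%) and 37.7% as intergenic (37.4% to 38.0%). The annotation is the authors' assignment of each peak to 1 region on Zv9/danRer7. When each peak was weighted by its reads, the intron share moved most, to 36.6%.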

Distribution of methylation peaks in different genomic regions shows similar pattern in those three samples. 

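In the 18°C /5d library, 113531 peaks had reads, and their shares were 8.37% promoter, 12.9% exon, 37.9% intron, 3.21% downstream and 37.7% intergenic. In the 18°C /30d library, 113789 peaks had reads, with 8.57% promoter, 12.9% exon, 37.5% intron, 3.27% downstream and 37.8% intergenic. For each of the 5 regions, the intervals of the 3 libraries overlapped. Of all reference peaks, 76611 (47.7%) had reads in all 3 libraries. Reads were found at 28°C alone in 17065 peaks, at 18°C /5d alone in 19506 and at 18°C /30d alone in 14406.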

From our data, almost half number of 51% DNA methylation in the zebrafish genome is located in the gene body regions. 

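Exon and intron peaks together made up 50.6% of the peaks with reads at 28°C (interval 50.3% to 50.8%), 50.8% at 18°C /5d (50.5% to 51.0%) and 50.4% at 18°C /30d (50.1% to 50.7%).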

CpG islands were predicted by Takai's CpG island searcher using GCC = 55 OE = 0.65 LENGTH = 500. About 7% of methylation peaks is located in CpG islands, which is consistent with the study of DNA methylation profiling in zebrafish brain [25]. 

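The peaks that the authors marked as lying in a CpG island were 8449 (7.07%, interval 6.93% to 7.22%) at 28°C, 8277 (7.29%, 7.14% to 7.44%) at 18°C /5d and 8488 (7.46%, 7.31% to 7.61%) at 18°C /30d. Weighted by reads, these shares were 9.48%, 10.0% and 9.50%.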

DNA methylation pattern was generated by hierarchical clustering of log 2^(RPM+1)^ values of all detected methylation peaks from all three samples. 

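Hierarchical clustering of the log2(RPM + 1) values of the 160561 peaks by Euclidean distance joined the 28°C and 18°C /30d libraries first, at a distance of 540, and the 18°C /5d library at 613. Restricted to the 76611 peaks with reads in all 3 libraries, the order was the same, with distances of 112 and 168.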

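Across all peaks, the log2(RPM + 1) values of the 18°C /5d and 28°C libraries had a Pearson correlation of 0.531, and those of the 18°C /30d and 28°C libraries 0.599. Across the peaks with reads in all 3 libraries, these correlations were 0.796 and 0.883. The correlations are across peaks, which are not independent replicates. The ratio to 28°C was at least 2-fold in either direction in 41.3% of all peaks at 18°C /5d and in 31.4% at 18°C /30d. Among the peaks with reads in all 3 libraries, these shares were 8.52% and 1.73%.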

As shown in Fig 1B, DNA methylation pattern is altered after cold treatment. 

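Between the 18°C /30d and 18°C /5d libraries, the correlation across all peaks was 0.507, and 41.8% of peaks differed by at least 2-fold. Across the peaks with reads in all 3 libraries, the correlation was 0.783 and 9.23% differed by at least 2-fold.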

Based on the cell response under cold stress, it is not surprising that DNA methylation patterns of 18°C /5d and 18°C /30d are different.

**Fig 1:**
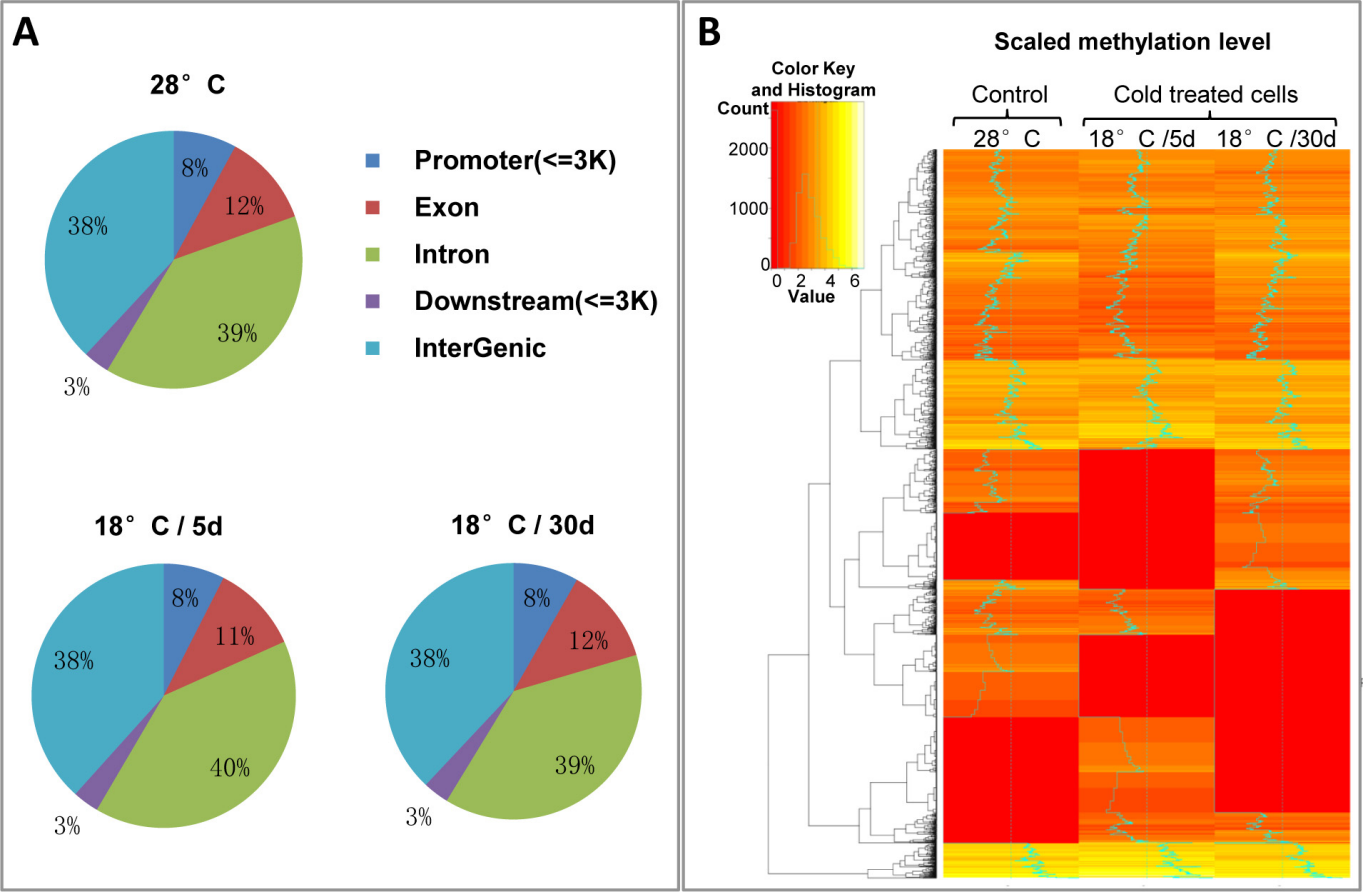
Variation of DNA methylation pattern of ZF4 cells under cold pressure. Genomic DNAs isolated from ZF4 cells cultured at 28°C, 18°C for 5 days and 30 days were subjected to MeDIP-seq analysis. **A**. Methylation peaks were distributed in promoter, exon, intron, downstream, intergenic regions as shown in the figure. **B**. Heat map of hierarchical clustering performed for all detected methylation peaks in all three samples shows variation of DNA methylation patterns under cold pressure. Each row represents a detected methylation peak.

To verify the MeDIP-seq data, Bisulfite sequencing PCR (BSP) analysis was applied to investigate DNA methylation in two selected chromosomal loci. One locates at Chr.19: 10406775–10407187, ~2.3 kb upstream of *cacng6a* (voltage-dependent calcium channel, gamma subunit 6a) gene. 

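The file holds a peak on chromosome 19 of Zv9/danRer7 from 10406775 to 10407162, annotated as promoter of cacng6a (ENSDARG00000036457). It held 16 reads at 28°C and 0 reads at both 18°C /5d and 18°C /30d, which is at least 4.45-fold lower at 18°C /5d and at least 4.35-fold lower at 18°C /30d if a count of 0 stands for at most 3 reads, which the deposited values cannot show. The ratio of (RPM + 1) to 28°C was 0.156 at both times, with an FDR from Fisher's exact test of 7.84e-04 at 18°C /5d and 0.0016 at 18°C /30d. When each 0 was replaced by the smallest count of that library, the ratios were 0.282 and 0.350 and neither passed the threshold. The annotation column for CpG islands lists this peak as outside one. A second promoter peak of cacng6a, from 10407529 to 10408046, held 14, 15 and 0 reads and was called lower at 18°C /30d.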

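For esrra (ENSDARG00000069266), the file holds a peak on chromosome 21 from 25996382 to 25997240, annotated as promoter and as outside a CpG island. It held 17 reads at 28°C and 0 reads in both libraries from 18°C. Its ratio was 0.148 at both times, with an FDR of 7.84e-04 and 9.10e-04 by Fisher's exact test, and it did not pass the threshold once each 0 was replaced by the smallest count of that library (0.268 and 0.333). A second promoter peak of esrra held 16, 14 and 22 reads and was not called at either time.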

Another locates at Chr.21: 25996283–25997258, ~9 kb upstream of *esrra* (estrogen-related receptor alpha) gene. It showed that percentage of methylated C in CpGI upstream of the two genes decreased after cold treatment, which is consistent with the MeDIP-seq data (S2 Fig). MeDIP-qPCR assay was also used to analyze seven gene loci: *gstk* (glutathione S-transferase kappa 1), *kdm4a* (lysine (K)-specific demethylase 4A), *aquaporin 1a*, *camk2a* (calcium/calmodulin-dependent protein kinase II alpha), *cacng6a*, *esrra* and an uncharacterized gene) (S3 Fig). All MeDIP-qPCR data are consistent with the MeDIP-seq data (S4 Table).

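The MeDIP-seq values of 4 further loci of this assay were as follows. For gstk1 (ENSDARG00000056510, chromosome 16, 34329968 to 34330544) and aqp1a.2 (ENSDARG00000091027, chromosome 2, 2911315 to 2911839), the promoter peak called at both times held 12 reads at 28°C and 0 reads at 18°C /5d and 18°C /30d, a ratio of 0.197 in each case. The promoter peak of kdm4ab (ENSDARG00000019103, the gene annotated as kdm4a, duplicate b, chromosome 2, 17316662 to 17317311) held 11 reads at 28°C and 0 reads at both times, a ratio of 0.212. At these 3 loci, the FDR by Fisher's exact test lay between 0.00421 and 0.00814. For camk2a (ENSDARG00000053617, chromosome 21, 42503724 to 42505358), the promoter peak called at both times held 0 reads at 28°C, 27 reads at 18°C /5d and 22 reads at 18°C /30d, with ratios of 12.0 and 10.1. This camk2a peak passed the threshold with each 0 replaced by the smallest count of that library, and the peaks of gstk1, aqp1a.2 and kdm4ab did not. Of camk2a, 2 further promoter peaks held 39, 0 and 46 reads and 22, 0 and 13 reads and were called lower at 18°C /5d. A second promoter peak of aqp1a.2 held 65, 56 and 40 reads and was not called. The uncharacterized gene is not named in the text and was not analysed here.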

### DNA methylation level increased in short-term cold treatment

For analysis of DNA methylation level variation, Bedtools [30] and an in-house R script were used for calculating Reads Per Kilobase per Million mapped reads (RPKM) for multiple types of genomic regions of each sample. The RPKM values were compared between different samples (18°C /5d vs 28°C, 18°C /30d vs 28°C and 18°C /30d vs 18°C /5d) using T test. Our data showed that DNA methylation levels of different genomic regions increased 5 days after cold treatment. 

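The deposited table holds values on peaks only, so the level of a region was taken from its peaks. Each peak was given as log2(RPM per kilobase of peak length + 1), and the median over peaks was taken. Among the peaks with reads in the library in question, this median was higher at 18°C /5d than at 28°C in each of the 5 regions, by 0.06 in promoters, 0.10 in exons, 0.04 in introns, 0.00251 in downstream regions and 0.04 in intergenic regions. In CpG islands it fell by 0.01. The number of peaks behind these medians differed between libraries, with 119436 at 28°C and 113531 at 18°C /5d over all regions. RPM is scaled to the reads on all peaks, so a change of methylation in all peaks alike cannot show in it. Where fewer peaks share the same total, those with reads tend to hold more RPM each. Over all peaks with a count of 0 taken as 0, and over the peaks with reads in all 3 libraries, the median was lower at 18°C /5d in 4 of the 5 regions and higher in exons. Taken peak by peak over the latter set, the median log2 ratio of (RPM + 1), without peak length, was 0.01 in promoters, 0.05 in exons and -0.01 in introns. It was -0.02 in downstream regions, -0.01 in intergenic regions and 0.02 in CpG islands. The median log2 ratio of 18°C /5d to 28°C was 0 over all 160561 peaks, with 43.2% of peaks above 0 and 47.9% below.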

And 30 days after cold treatment, DNA methylation levels in upstream, downstream, intron and repeat sequences became lower than those of control cells (Fig 2). 

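At 18°C /30d, the median log2(RPM per kilobase of peak length + 1) was higher than at 28°C in each of the 5 regions. This held over all peaks and over the peaks with reads in all 3 libraries. Among the peaks with reads in the library in question, the median was higher by 0.10 in promoters, 0.08 in introns, 0.07 downstream and 0.09 in intergenic regions. The mean over all peaks was instead lower in each of the 5 regions, from -0.03 in promoters to -0.07 in introns. Over both other sets of peaks, the mean was higher in each region. The median log2 ratio of 18°C /30d to 28°C was 0 over all peaks and 0.06 over the peaks with reads in all 3 libraries, of which 56.2% were above 0. Repeat sequences are not annotated in the deposited table and were not analysed here.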

The corrected P values of multiple testing corrections (False Discovering Rate, FDR) of the comparisons are shown in Table 1. The variation of DNA methylation level was also confirmed by quantitation assay of global genomic DNA methylation with Methyl Flash Methylated DNA 5-mC Quantification Kit. Our data showed that DNA methylation level increased after cold treatment and reached a peak on the 5th day then decreased to a level slightly lower than that of control cells 30 days after cold treatment (S4A Fig). By contrast, the global DNA methylation level of ZF4 cells remained unchanged after 5 and 30 days at 28°C (S4B Fig), indicating ZF4 cells were stable and maintained constant DNA methylation level in this study. Above data indicated that genome-wide DNA methylation variation occurred in response to cold stress.

**Fig 2:**
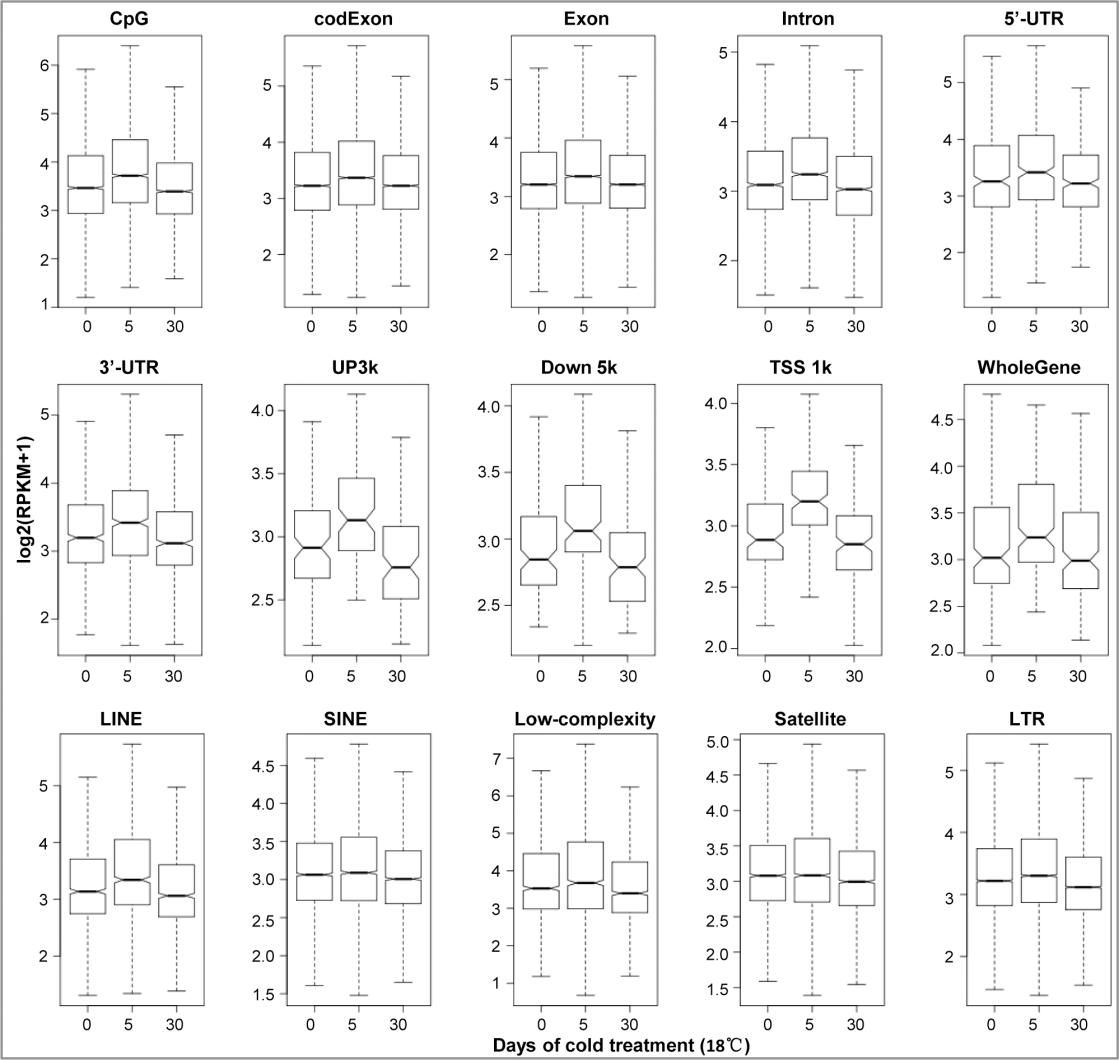
DNA methylation levels of different genomic regions under cold pressure. DNA methylation level of each genomic region from three samples (28°C, 18°C /5d, 18°C /30d) was shown as log2(RPKM+1). The RPKM value of each genomic region was compared as 18°C /5d vs 28°C, 18°C /30d vs 28°C and 18°C /30d vs 18°C /5d using T test. The corrected P values of FDR are shown in Table 1. CpG: CpG island; codexon: coding regions of exon; UP3k: regions within 3 kbs upstream gene; Down5k: regions within 5 kbs downstream gene; TSS 1k: regions within ±1 kb around transcription start site; LINE: long interspersed nuclear element; SINE: short interspersed nuclear element; Low complexity: low complexity DNA; Satellite: Satellite DNA; LTR: long terminal repeat.

**Table 1:** FDRs of the methylation level comparisons from three different samples (28°C, 18°C /5d and 18°C /30d).

Genomic regions	18°C /5d vs 28°C	18°C /30d vs 28°C	18°C /30d vs 18°C /5d
CpG	7.790230e-36	0.000000e+00	0.000000e+00
Codexon	1.002201e-25	0.000000e+00	0.000000e+00
Exon	1.561321e-25	0.000000e+00	0.000000e+00
Intron	1.555422e-10	0.000000e+00	0.000000e+00
UTR5	1.810113e-02	5.875863e-182	6.651023e-189
UTR3	3.028749e-06	0.000000e+00	0.000000e+00
UP 3K	4.952519e-03	6.974608e-65	1.292772e-66
Down 5K	3.582671e-04	1.817584e-87	2.162776e-86
TSS (1K)	8.000152e-05	4.503675e-104	8.264075e-109
Wholegene	9.338125e-04	4.102350e-109	7.909553e-114
LINE	3.235575e-08	1.211646e-02	1.150671e-15
SINE	7.867506e-02	8.986845e-05	2.826310e-08
Low-complexity	1.361181e-03	1.106698e-06	7.460555e-15
Satellite	6.856858e-02	8.638236e-06	1.245566e-09
LTR	1.243673e-11	9.470906e-17	9.124971e-50

### Folate biosynthesis pathway was significantly hypomethylated after short-term cold exposure

Wilcoxon signed-rank test [33] was applied to identify Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways of which RPKM values are differentially distributed in any of the two sample pairs (18°C /5d vs 28°C, 18°C /30d vs 28°C). 5 KEGG pathways were identified as differentially distributed that meet the criteria of P value < = 0.05 and Median RPM Ratio > = 1.1 or < = 1/1.1(Table 2, Fig 3A). They are ko00524 (Butirosin and neomycin biosynthesis), ko00601 (Glycosphingolipid biosynthesis—lacto and neolacto series), ko00790 (Folate biosynthesis), ko00140 (Steroid hormone biosynthesis) and ko00591 (Linoleic acid metabolism). It’s interesting that folate biosynthesis pathway was remarkably hypomethylated in 5-day cold treated cells. 

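The median ratio of (RPM + 1) over the peaks of each pathway was recomputed from the pathway annotation of the deposited gene table and set against 10000 random lists of as many peaks of similar RPM. For ko00524, 39 peaks of 3 genes had a median ratio of 1.13 at 18°C /5d (bootstrap interval 0.978 to 1.51), higher than 90.9% of the random lists. For ko00601, 78 peaks of 19 genes had a median of 1.14 at 18°C /5d (1 to 1.41), higher than 99.7% of the lists. At 18°C /30d, ko00140 had a median ratio of 1.05 over 67 peaks (1 to 1.30, higher than 76.3% of the lists) and ko00591 of 1.06 over 64 peaks (1 to 1.15, higher than 95.6%). Of the 254 pathways with at least 10 peaks, 7 had a median ratio of at least 1.1 and 24 of at most 1/1.1 at 18°C /5d. At 18°C /30d, these numbers were 2 and 3. Peaks of 1 library are not replicates, so no p-value is given across peaks.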

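For ko00790, 21 peaks of 10 genes had a median ratio of 0.833 at 18°C /5d (bootstrap interval 0.247 to 1). The matched random lists had a median of 0.881, and 39.5% of them lay below ko00790. Only 8 of the 21 peaks had reads in both libraries, and their median ratio was 0.855. In increasing order of the median ratio, ko00790 was number 9 of the 254 pathways. With 1 value per gene, the median of its peaks, the ratio was 0.695. At 18°C /30d, the median over the 21 peaks was 1.03.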

Genes involved in folate biosynthesis pathway were detected hypomethylated (Fig 3B), including GTP cyclohydrolase I (*gch*), GTP cyclohydrolase 2 (*gch2*), dihydropteridine reductase (*qdpr*), *mocs1* (*moaA*, molybdenum cofactor biosynthesis protein), *mocs2* (*moaE*, molybdopterin synthase catalytic subunit), alkaline phosphatase (*phoA*, *phoB*), folylpolyglutamate synthase (*fpgs*) and dihydrofolate reductase (*folA*). 

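Of the 21 peaks, 13 had a ratio below 1 at 18°C /5d, 5 a ratio above 1 and 3 a ratio of 1. The calls at an FDR of at most 0.01 and at least 2-fold were 3 lower and 2 higher peaks. The lower peaks lie in promoters, for gch1 (ENSDARG00000070453, chromosome 17, 14990072 to 14990664) with 13 reads at 28°C, 0 at 18°C /5d and 11 at 18°C /30d, for gch2 (ENSDARG00000013340, chromosome 12, 26610860 to 26611374) with 20, 0 and 17 reads, and for mocs2 (ENSDARG00000077202, chromosome 10, 9044715 to 9045322) with 16, 0 and 16 reads. The higher peaks are an intron peak of gch1 (14978252 to 14979083) with 0 reads at 28°C, 9 reads at 18°C /5d and 0 reads at 18°C /30d, and an exon peak of fpgs (ENSDARG00000044809, chromosome 21, 6044927 to 6045846) with 0, 13 and 0 reads. The gch2 promoter peak passed the threshold (ratio 0.233) and the gch1 promoter peak did not (0.335) when each 0 was replaced by the smallest count of that library. The single peak of dhfr had a ratio of 0.651, and the 2 peaks of mocs1 had ratios of 0.833 and 0.875, none of them past the threshold.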

Expression of *gch1* and *gch2* were detected up-regulated after cold treatment, consistent with decreased DNA methylation of those two genes (Fig 3C). Folate is well known as an important active methyl-group donor in organisms, and the amount of the folate directly affects methylation reaction [34]. Considering that global DNA methylation level was up-regulated at the same time point, there might be a direct correlation between DNA methylation and folate biosynthesis activity under cold pressure.

**Fig 3:**
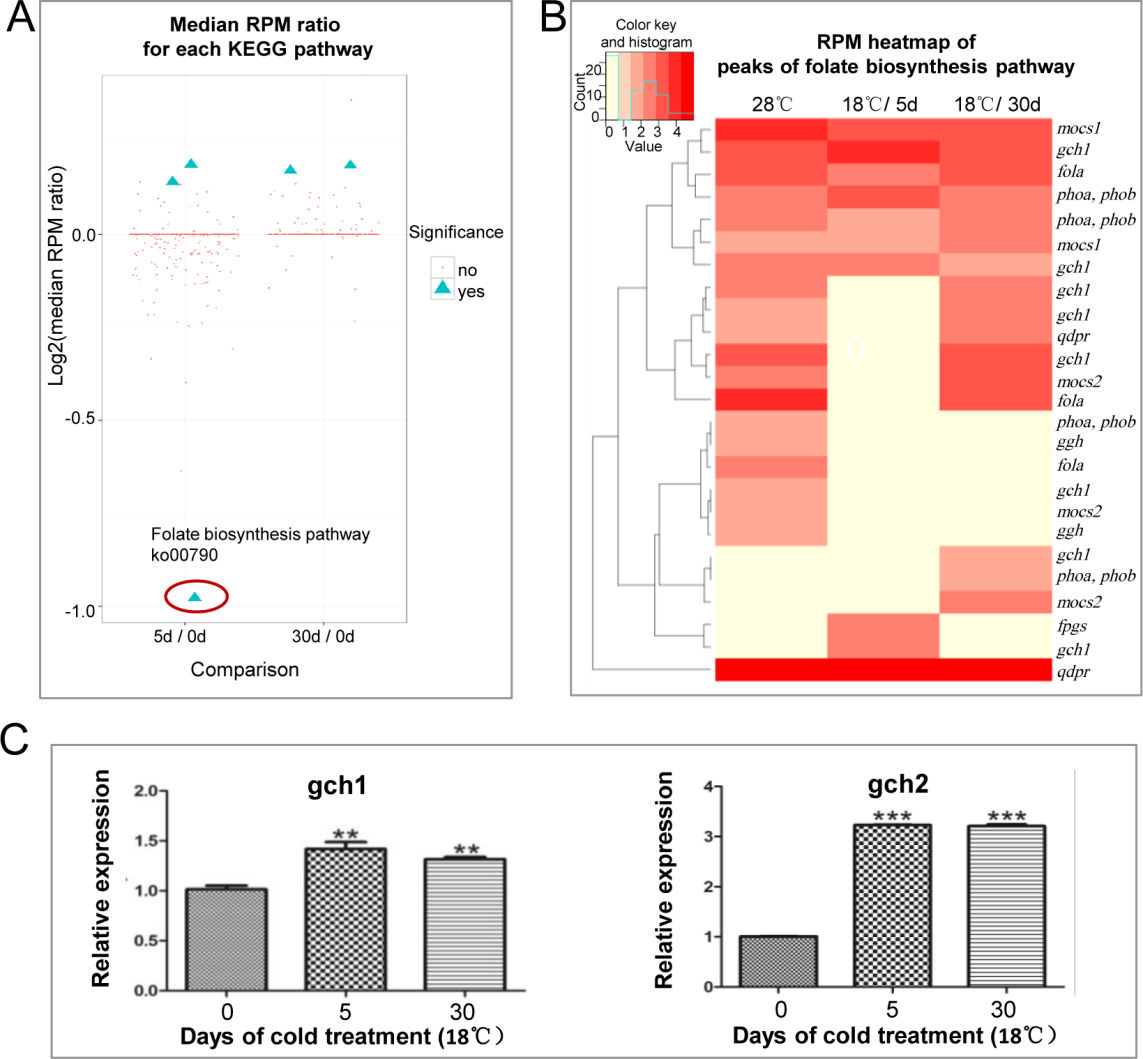
Folate biosynthesis pathway (ko00790) was differentially distributed in 5- day cold treated cells. A. Differentially distributed KEGG pathways in cold treated cells compared with control cells. Wilcoxon signed-rank test was applied to identify KEGG pathways of which related peak-RPM values are differentially distributed in any of the two sample pairs (5d/0d: 18°C /5d vs 28°C, 30d/0d: 18°C /30d vs 28°C). We identified 5 KEGG pathways as differentially distributed that meet the criteria of P value < = 0.05 and Median RPM Ratio > = 1.1 or < = 1/1.1 (marked by blue solid triangles). Red dots present non-significantly changed KEGG. Folate biosynthesis pathway (ko00790) is marked by red circle. B. RPM heatmap of methylation peaks of folate biosynthesis pathway. Peak-RPM of folate biosynthesis pathway in three different samples (28°C, 18°C /5d, 18°C /30d) is shown by the density of the red color. C. RT-qPCR analysis of *gch1* and *gch2* genes. Relative expression was carried out by the comparative threshold cycle (CT) method. Statistical analysis was performed using GraphPad Prism 5 software. The Student *t* test was used on measurements from18°C /5d, 18°C /30d and 28°C samples from 3 experimental replicates.

**Table 2:** Wilcoxon signed-rank test of KEGG in cold treatment cells (Median RPM Ratio > = 1.1 or < = 1/1.1, median_test P value < = 0.05).

**Ko ID**	**Ko_median 18°C/5d vs 28°C**	**P-value**	**Ko description**
ko00524	1.103	0.04686926	Butirosin and neomycin biosynthesis
ko00601	1.1395	0.01222566	Glycosphingolipid biosynthesis—lacto and neolacto series
ko00790	0.508	0.02300543	Folate biosynthesis
**Ko ID**	**Ko_median 18°C /30d vs 28°C**	**P-value**	**Ko description**
ko00140	1.1265	0.00831028	Steroid hormone biosynthesis
ko00591	1.137	0.03674186	Linoleic acid metabolism

### Gene Ontology (GO) enrichment analysis of differentially methylated regions (DMRs)

To explore biological significance of DNA methylation variation under cold pressure, we used Gene Ontology analysis to examine the functional enrichments of genes with cold related differential methylation. For identification of differentially methylated regions (DMRs), reads coverage for 28°C, 18°C /5d and 18°C /30d were compared with each other using Fisher's Exact Test and FDR. 

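The Fisher's exact test recomputed from the deposited read counts gave the same calls as the authors' columns except in 11 peaks for 18°C /5d against 28°C and 7 peaks for 18°C /30d against 18°C /5d. For 18°C /5d against 28°C, 18083 peaks were higher and 19992 lower, and 90.4% of these 38075 peaks had a count of 0 in 1 of the libraries. For 18°C /30d against 28°C, 17506 peaks were higher and 14851 lower, and 98.7% of these 32357 peaks had a count of 0. For 18°C /30d against 18°C /5d, 23116 peaks were higher and 13641 lower. Of the peaks with reads in both libraries compared, 4.22% were called at 18°C /5d and 0.461% at 18°C /30d against 28°C. The numbers moved most with only the peaks with reads in all 3 libraries tested, to 2525 at 18°C /5d and 79 at 18°C /30d against 28°C. Of these 79 peaks, 23 were higher and 56 lower, the reverse of the balance over all peaks. In a test on simulated reads, 139 of 200 peaks with a 4-fold change and at least 20 expected reads were called, and 1 other peak. Simulated reads cannot show how far libraries of the same condition differ. The 1 other peak is therefore no rate of false calls for these libraries.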

Peaks with at least 2-fold change and with FDR< = 0.01 were selected as DMRs. 

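Of the peaks called at 18°C /5d against 28°C, 7.96% lay in promoters, 11.0% in exons, 39.6% in introns, 3.41% in downstream regions and 38.1% in intergenic regions. At 18°C /30d against 28°C, the shares were 8.14%, 11.5%, 39.5%, 3.50% and 37.4% in the same order.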

DMRs are distributed in different chromosomal regions, including promoter, exon, intron and intergenic regions. 

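Called against 28°C at both times were 12645 peaks (7.88% of all peaks), of which 7813 were lower at both times, 4786 higher at both times and 46 changed in opposite directions. A count of 0 in at least 1 library was found in 12559 of them (99.3%). The lower group held 7727 peaks with reads at 28°C and 0 reads in both libraries from 18°C, and the higher group 4740 peaks with 0 reads at 28°C and reads in both others. Reads in all 3 libraries were found in 86 of the 12645 peaks. Of all peaks, 524 were called at both times with each 0 replaced by the smallest count of that library (274 higher, 239 lower), and with only the peaks with reads in all 3 libraries tested, 21. By the same rule, 17699 peaks differed in the 18°C /5d library from both others in the same direction, 13513 in the 18°C /30d library and 12599 in the 28°C library.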

There are 12,590 methylation peaks altered in both 5-day and 30-day cold treated cells, compared with control cells, and we named these altered regions as cold-related methylation regions (CRMs). It was reported that 87% of active promoters are located within 2.5k upstream of transcription start site (TSS) [35]. Regions located within 3 kb upstream of TSS are considered as promoter regions [36, 37]. About 8% of CRMs are located in promoter regions. 

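Promoter peaks made up 1025 of the 12645 peaks, 8.11% (interval 7.64% to 8.59%). Among all reference peaks, the promoter share was 8.33% (8.20% to 8.47%). The share was 9.92% with each 0 replaced by the smallest count of that library.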

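Of the same peaks, 39.9% lay in introns (interval 39.0% to 40.8%), 37.0% in intergenic regions (36.2% to 37.8%), 11.4% in exons and 3.56% in downstream regions. The intergenic share of all reference peaks was 37.7%. Peaks in CpG islands made up 3.14% of the peaks called at both times (2.85% to 3.46%) and 6.36% of all reference peaks. Of the 86 such peaks with reads in all 3 libraries, 16.3% lay in CpG islands (9.95% to 25.5%) and 39.5% in intergenic regions (29.9% to 50.1%). With only the peaks with reads in all 3 libraries tested, the intergenic share was 52.4% of 21 peaks (32.4% to 71.7%).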

The majority of CRMs are located in intergenic regions.

GO enrichment analysis was performed in both 5-day and 30-day cold treated cells compared with control cells. Genes related with at least one DMR are used for the analysis. Those with P value < = 0.05 and ratio > = 1.3 were considered as significantly enriched GO (S5 Table). 

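Enrichment was recomputed with the 14434 genes that have at least 1 peak and a GO annotation in the deposited gene table as background. Of these, 4061 (28.1%) had at least 1 peak called against 28°C at both times. Of 460 GO categories with at least 10 genes, 64 had at least 1.3-fold as many such genes as 10000 random lists had on average, with at most 5% of the lists reaching as many. When the random genes were matched on their number of peaks, 8 of these 64 categories still passed. By the matched lists alone, 15 of the 460 categories passed. The limit of 5% was not adjusted for the number of categories, so some may pass by random draw alone. The share of genes with such a peak was 8.42% among genes with 1 peak and 70.1% among genes with 10 or more. With genes called at either time, 68.8% of the genes, 32 categories passed, and the largest possible ratio was 1.45.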

Totally 203 GO categories were identified enriched after cold treatment. The enriched GO categories with P value < = 0.05 and ratio > = 1.5 are shown in Fig 4. 

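For calmodulin binding, 15 of 28 genes had a peak called at both times, 1.90-fold the average of random lists, which reached as many in 0.36% of cases. Against genes with as many peaks, the ratio was 1.29, and 11.9% of lists reached as many. For calcium ion transport, 14 of 33 genes gave a ratio of 1.51, which 5.38% of random lists reached, above the limit of 5%, and 1.09 against genes with as many peaks. For lipid metabolic process, 20 of 72 genes gave a ratio of 0.987.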

Enriched GOs conduct biological processes such as anti-oxidant activity, regulation of response to stimulus, lipid metabolism, nucleoside-triphosphatase regulator activity, calmodulin binding, calcium ion transport, regulation of developmental process and so on. It suggested that these biological processes might be involved in cellular response to cold pressure though DNA methylation regulation.

**Fig 4:**
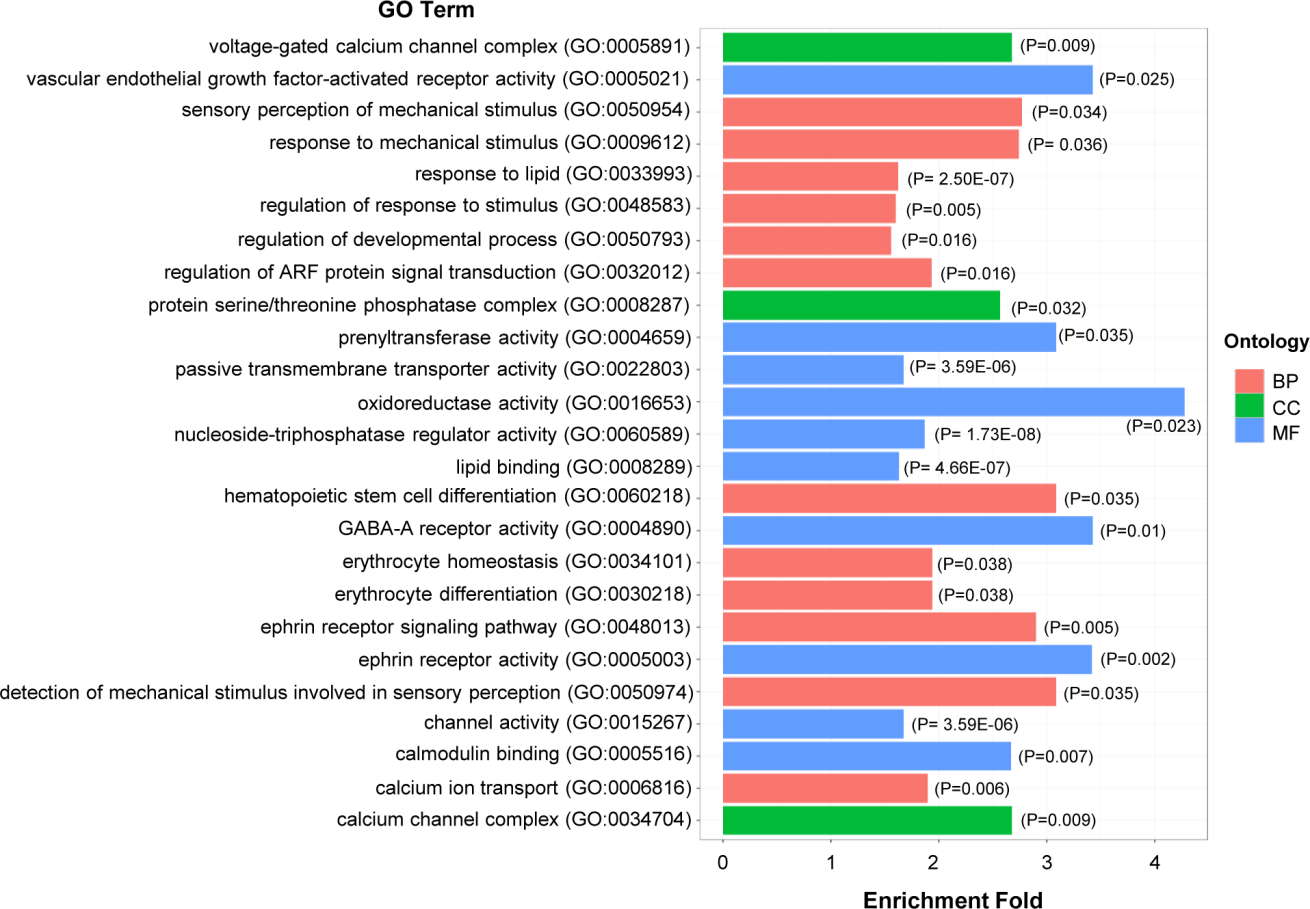
Enriched GO categories under cold pressure. GO enrichment analysis was performed in both 5-day and 30-day cold treated cells (cultured at 18°C) compared with control cells (cultured at 28°C). Genes related with DMRs were subjected to the analysis. GOs with ratio > = 1.5 and P value < = 0.05 are shown in the figure. P values for enrichment of GO categories are shown in the figure.

### Altered DNA methylation in promoter regions is associated with gene expression in cold acclimation

It is well documented that DNA methylation level at promoter regions is highly related to gene expression [38, 39]. We pursued how DNA methylation variation affects gene expression under cold pressure. As mentioned above, only 8% of CRMs locate in gene promoter regions. 

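The 1025 promoter peaks called against 28°C at both times were assigned to 1011 transcripts, and 791 genes had an identifier in the file. Of these peaks, 598 were lower at both times, 426 were higher at both times and 1 changed in opposite directions. A count of 0 in at least 1 library was found in 1013 of the 1025 peaks. By contrast, 52 transcripts were called with each 0 replaced by the smallest count of that library, and with only the peaks with reads in all 3 libraries tested, 2. By the product of both ratios, the lowest promoter peaks were those of annexin A11b (ENSDARG00000002632; 55 reads at 28°C, 0 at 18°C /5d and 0 at 18°C /30d), ENSDARG00000086654 (54, 0 and 0 reads) and Mab-21 domain containing 2 (ENSDARG00000077316; 324, 102 and 0 reads). Beside that of trpm4, the highest were those of ENSDARG00000002738 (0, 1038 and 763 reads) and ENSDARG00000088166 (0, 24 and 36 reads).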

Totally 1,024 genes were detected with altered DNA methylation in promoter regions after cold treatment (S4 Table). These genes are mostly involved in biological processes previously reported related to cold adaptation [18], including apoptosis, antioxidant system, chromatin modifying system, transportation, energy metabolism and immune system. Expression of *p53*, *atp5j* (*ATP synthase*), *epb41b* (*erythrocyte membrane protein band 4*.*1b*) and *trpm4* (transient receptor potential cation channel, subfamily M, member 4) genes involved in apoptosis, energy metabolism, development and transportation were analyzed. MeDIP-qPCR data of these genes showed the same trend with MeDIP-seq data (Fig 5A and 5B). By contrast, MeDIP-qPCR showed DNA methylation levels of these genes were stable in ZF4 cells cultured at 28°C for 5 or 30 days (S5A Fig). 

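The promoter peak of atp5j called at both times (ENSDARG00000014313, chromosome 1, 491139 to 492048) held 0 reads at 28°C, 20 reads at 18°C /5d and 18 reads at 18°C /30d, with ratios of (RPM + 1) to 28°C of 9.11 and 8.48. A second promoter peak of atp5j, from 489690 to 490784, held 17, 21 and 0 reads and was called lower at 18°C /30d. For epb41b (ENSDARG00000029019, chromosome 16, 28698812 to 28699883), the peak held 0, 50 and 16 reads, with ratios of 21.3 and 7.65, and it was called lower at 18°C /30d than at 18°C /5d. For trpm4 (ENSDARG00000063435, chromosome 12, 5449231 to 5450784), the peak held 0, 89 and 97 reads, with ratios of 37.1 and 41.3. The FDR by Fisher's exact test was highest for epb41b at 18°C /30d, at 1.09e-04. With each 0 replaced by the smallest count of that library, the peaks of atp5j and epb41b at 18°C /30d did not pass the threshold, and the other comparisons of these 3 genes with 28°C did.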

RT-qPCR data showed that mRNA levels of *atp5j*, *epb41b* and *trpm4* were changed and negatively related to DNA methylation variation (Fig 5C). By contrast, mRNA levels of these genes showed nonsignificant changes in ZF4 cells cultured at 28°C for 5 or 30 days (S5B Fig). However, mRNA level of *p53* gene is not negatively related to DNA methylation variation at the promoter region.

**Fig 5:**
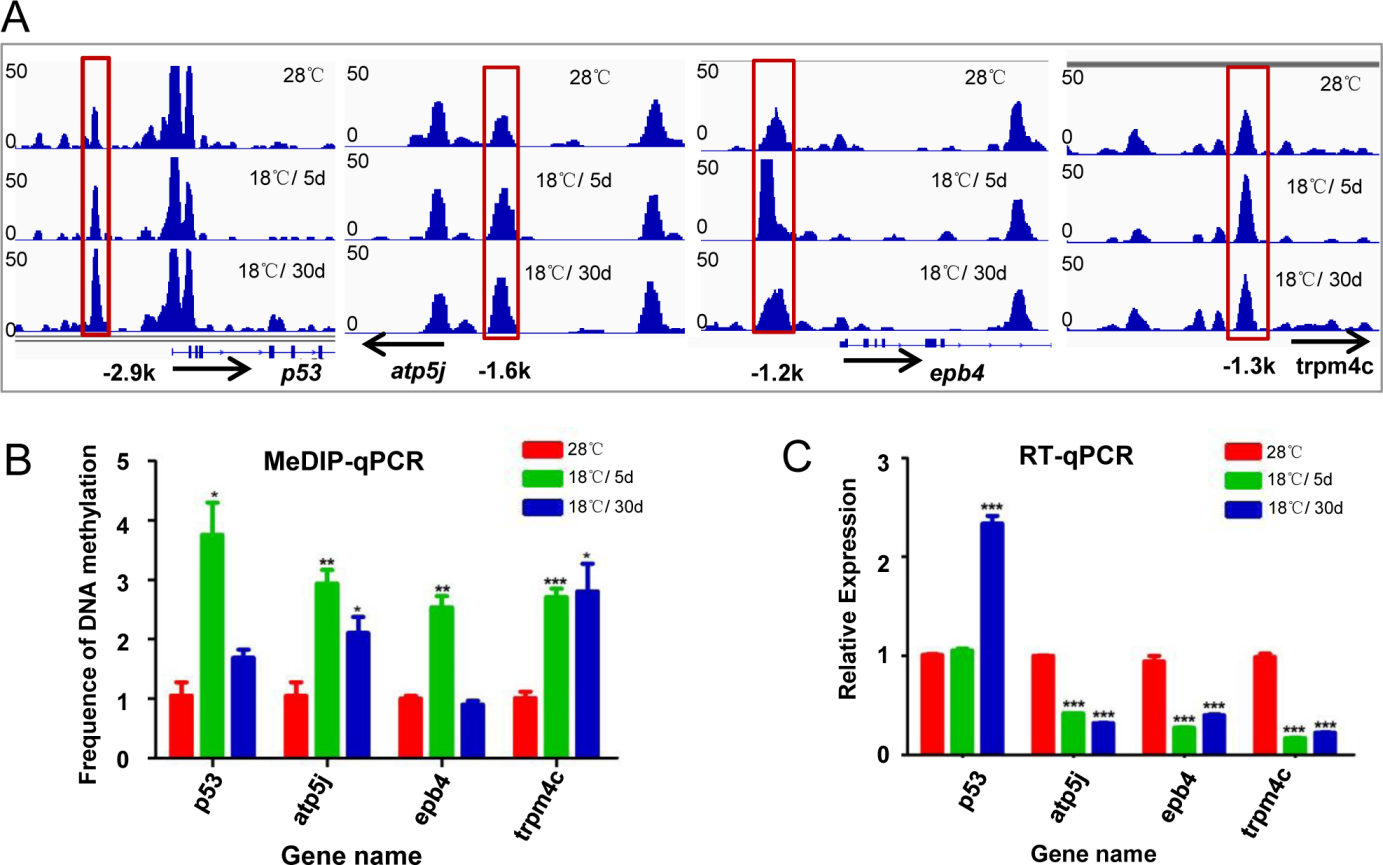
DNA methylation in promoter regions of cold-related genes and expression analysis. A. IGV images created from MeDIP-seq data for *p53*, *atp5j*, *epb4* and *trpm4c* gene loci. Black arrows show the transcriptional direction of genes. Red boxes show differentially methylated peaks upstream of genes. B. MeDIP-qPCR analysis of *p53*, *atp5j*, *epb4* and *trpm4c*. Frequency of DNA methylation was calculated by the comparative threshold cycle (CT) method. C. RT-qPCR analysis of *p53*, *atp5j*, *epb4* and *trpm4c*. Relative quantitation was carried out by the comparative threshold cycle (CT) method. Statistical analysis was performed using GraphPad Prism 5 software. The student *t* test was used on measurements from 18°C /5d, 18°C /30d and 28°C samples from 3 experimental replicates. Error bars represent standard deviations (SD) (n = 3). Data are normalized to β-actin. An asterisk represents significant difference compared to 28°C sample (P<0.05). **: P<0.01, ***: P<0.001.

It is reported that anti–ROS (Reactive oxygen species) is a major protective process in cold adaptation in Antarctic fishes [18]. In our study, ROS level increased in cold treated ZF4 cells (Fig 6A). What’s interesting is DNA methylation changes were detected in promoter regions of a number of genes involved in anti-oxidant system, including *gstk* (glutathione S-transferase kappa 1), *selenbp1* (selenium binding protein 1), *coa3* (cytochrome C oxidase assembly factor 3), *txnip* (thioredoxin interacting protein), *osgin2* (oxidative stress induced growth inhibitor family member 2) (Fig 6B). Except for *osgin2* gene, above mentioned genes were hypomethylated in their promoter regions after cold treatment. 

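The promoter peak of coa3 (ENSDARG00000074312, chromosome 12, 4162746 to 4163355) held 12 reads at 28°C and 0 reads at 18°C /5d and 18°C /30d. That of txnipb (ENSDARG00000070000, the gene annotated as txnip b, chromosome 16, 45711245 to 45711766) held 13, 0 and 0 reads, a ratio of 0.185 at both times. For osgin2 (ENSDARG00000040302, chromosome 16, 26124893 to 26125359), the peak held 0 reads at 28°C, 11 reads at 18°C /5d and 14 reads at 18°C /30d, ratios of 5.46 and 6.82. The highest FDR of these 3 loci by Fisher's exact test was 0.00502. None of the 3 passed the threshold at either time with each 0 replaced by the smallest count of that library. A second promoter peak of txnipb held 78, 52 and 46 reads and was not called.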

As a sensor of ROS, *selenbp1* gene was selected for detailed analysis. 

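The promoter peak of selenbp1 (ENSDARG00000024717) lies on chromosome 16 from 40800178 to 40800653. It held 25 reads at 28°C and 0 reads at 18°C /5d and 18°C /30d. Its ratio of (RPM + 1) to 28°C was 0.106 at both times, with an FDR by Fisher's exact test of 1.59e-05 at 18°C /5d and 3.27e-05 at 18°C /30d. With each 0 replaced by the smallest count of that library, it passed the threshold at 18°C /5d (ratio 0.191) and not at 18°C /30d (0.237). The file assigns 5 peaks to this gene, of which 1 was called at 18°C /5d and 2 at 18°C /30d. Beside the promoter peak, the call at 18°C /30d was an exon peak with 0, 0 and 9 reads, called higher.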

DNA methylation at ~3kb upstream of *selenbp1* gene remarkably decreased under cold stress (Fig 6C and 6D), but remained unchanged at 28°C within 30 days (S5A Fig). RT-qPCR analysis showed that expression of the gene increased, consistent with remarkable decline of DNA methylation at the promoter region (Fig 6E). Our data suggested anti-ROS activity increased to protect cells from cold pressure through DNA methylation regulation.

**Fig 6:**
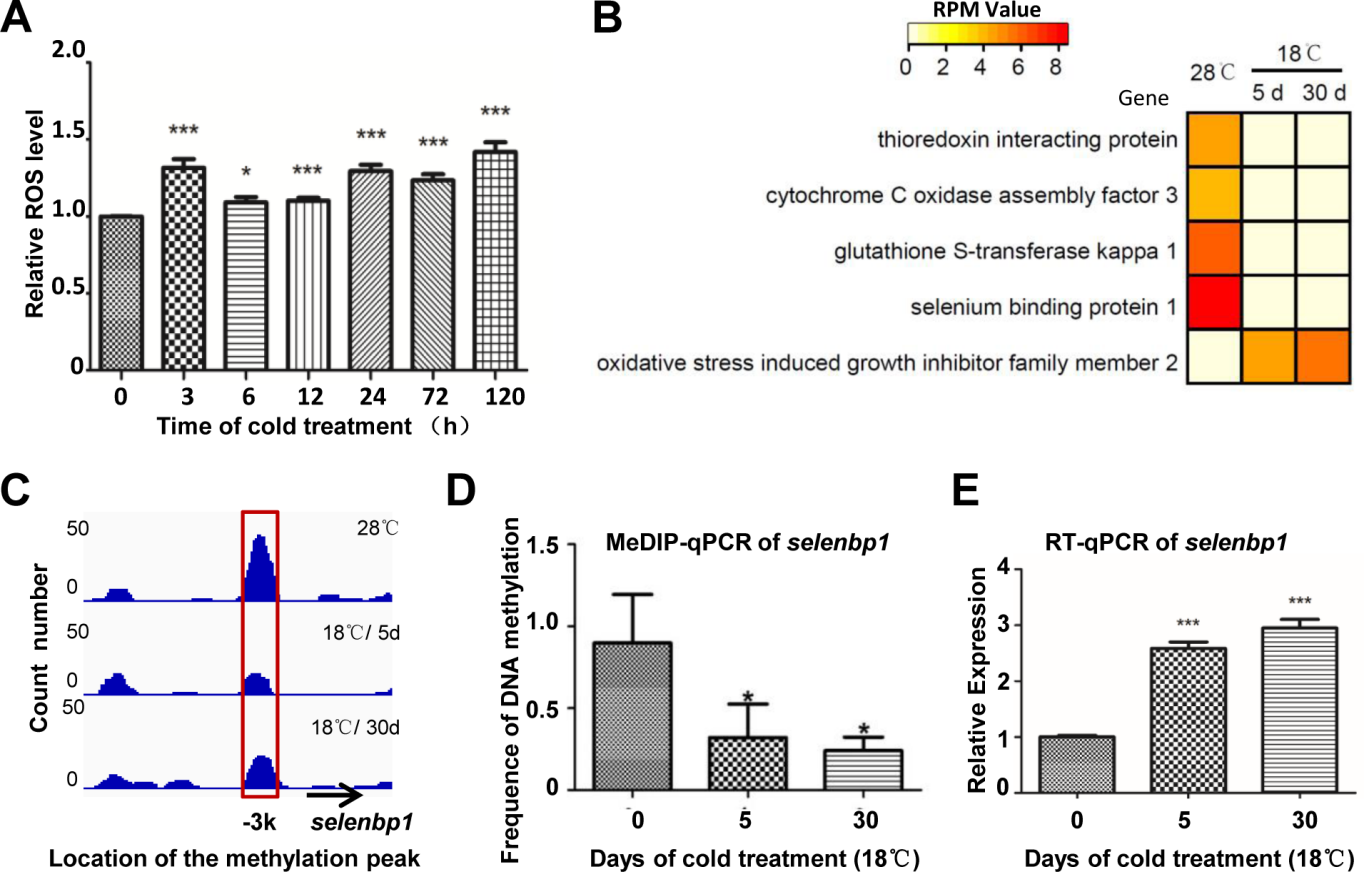
Anti-ROS genes were hypomethylated under cold pressure. A. Cold stress induced ROS production in ZF4 cells. ZF4 cells were treated with cold stress at 18°C for 3 h, 6 h, 12 h, 1 d, 3 d and 5 d. The DCF positive cells were measured by flow cytometric analysis. Error bars represent standard deviations (SD) (n = 3). An asterisk represents significant difference of ROS level compared to 28°C sample (P<0.05). **: P<0.01, ***: P<0.001. B. Heatmap of RPM values of DNA methylation at promoter regions of anti-ROS genes. C. IGV image created from MeDIP-seq data for *selenbp1* gene. Black arrow shows the transcriptional direction of the gene. Red box shows differentially methylated peaks upstream of the gene. D. MeDIP-qPCR analysis of *selenbp1* gene. Frequency of DNA methylation was calculated by the comparative threshold cycle (CT) method. E. RT-qPCR analysis of *selenbp1* gene. Relative quantitation was carried out by the comparative threshold cycle (CT) method. Error bars represent standard deviations (SD) (n = 3). Data are normalized to β-actin. An asterisk represents significant difference compared to 28°C sample (P<0.05). **: P<0.01, ***: P<0.001.

Epigenetic regulation of gene expression involves multiple processes including covalent modifications of DNA, histones and chromatin structure. To investigate the possibility that other epigenetic mechanisms compromise the action of DNA methylation in the regulation of specific genes mentioned above, we did chromatin immunoprecipitation assay (ChIP-qPCR) in promoter regions of *p53* and *selenbp1* gene with positive (H3K4me3) and repressive (H3K27me3) histone marks. Enrichment of histone modifications at promoter regions of both genes also changed after cold treatment (Fig 7). And the state of histone modification marks is more consistent with gene expression. Our data suggested that multiple epigenetic mechanisms are involved in cold induced gene expression alteration.

**Fig 7:**
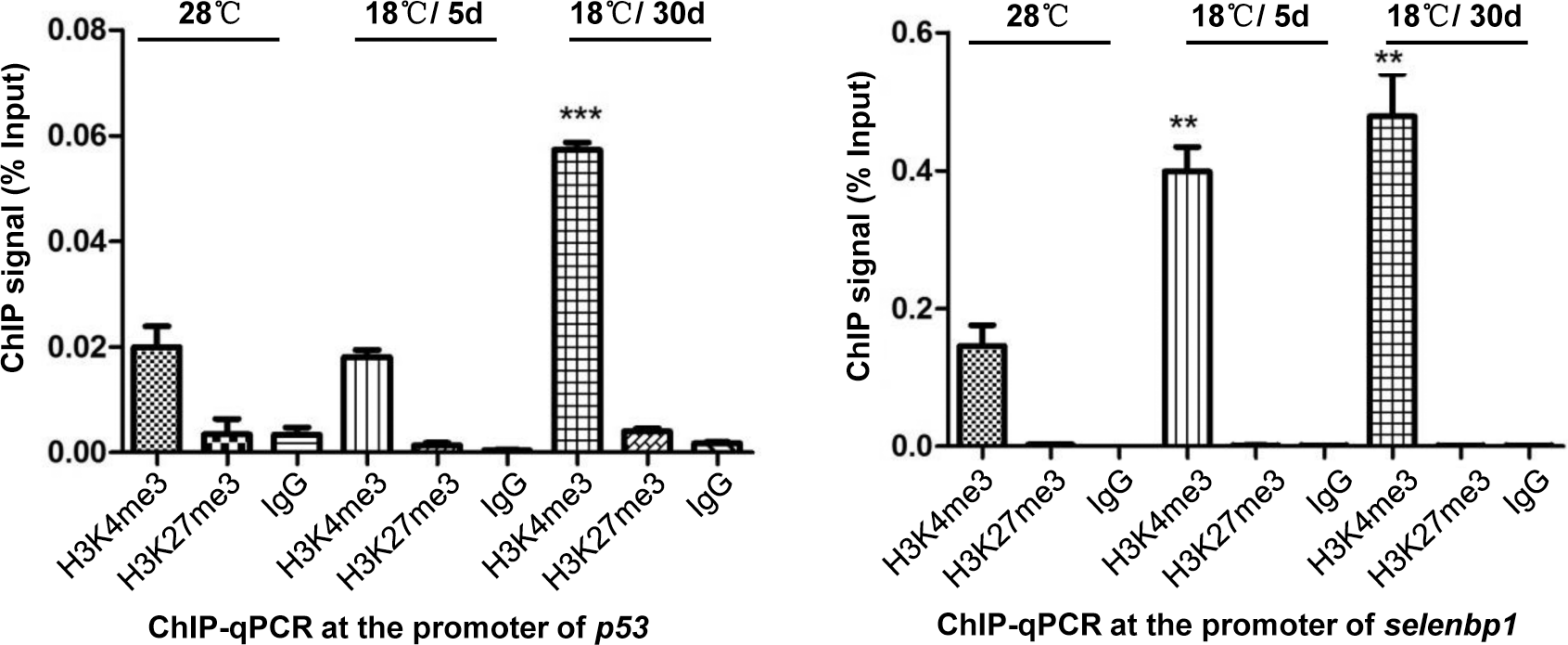
Enrichment of H3K4me3 and H3K27me3 at promoter regions of p53 and selenbp1 gene. ChIP assays were performed in 28°C, 18°C /5d and 18°C /30d samples with H3K4me3, H3K27me3 and IgG antibodies. Primers specific for the promoters of *p53* (A) and *selenbp1* (B) were used for quantitative PCR of ChIP DNAs. Relative quantitation was carried out by the comparative threshold cycle (CT) method. Statistical analysis was performed using GraphPad Prism 5 software. The Student *t* test was used on measurements of enrichment from 18°C /5d, 18°C /30d and 28°C samples from 3 replicates. Error bars represent standard deviations (SD) (n = 3). An asterisk represents significant difference of enrichment compared to 28°C sample (P<0.05). **: P<0.01, ***: P<0.001.

## Discussion

DNA methylation is a major epigenetic mechanism that regulates gene expression. Increasing number of studies suggest environmentally-induced DNA methylation changes contribute to adaptive phenotypic variation, which influences survival or/and provides a substrate for selection [40]. Although relationship between low temperature and DNA methylation in plants has been reported [41–43], the roles of DNA methylation and other epigenetic mechanisms in cold acclimation are still unclear, despite of increasing number of studies to understand the mechanisms of cold acclimation in fishes.

Zebrafish is a useful model organism in developmental biology and genetic studies. It is reported that zebrafish showed decreased metabolic rate when experimentally acclimated at 18°C for 28 days [44], and CDC48 mRNA level increased significantly in zebrafish cells after 25 days at 15°C to promote cell proliferation [45]. Here we cultured zebrafish ZF4 cells at 18°C for 5 and 30 days for short and long-term cold acclimation and investigated the role of DNA methylation in this process.

Using genome-wide MeDIP-seq analysis, we obtained the DNA methylation profile of ZF4 cells and detected its variation in short-term (18°C /5d) and long-term (18°C /30d) cold treated cells. We found that DNA methylation profile significantly changed both 5 days and 30 days after cold exposure. 

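Against 28°C, 57787 of the 160561 peaks (36.0%) were called at 1 or both times. The authors compared each library from 18°C with the library from 28°C, and the paper states that the methylation profile changed at both times.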

Expression levels of many genes of multiple well studied cold responsive biological processes showed negative correlation with DNA methylation in the promoter regions, suggesting DNA methylation is closely involved in the regulation of those genes under cold pressure.

Most cold responsive pathways have been accepted essential for cold survival and cold adaptation. For example, enhanced anti-ROS activity has been reported as the principal mechanism for cold adaptation via protecting cells from cold induced ROS [18]. In this study, genes of anti-ROS system were detected hypomethylated under cold pressure, which at least partly account for the increased anti-ROS activity required for cold acclimation. Surprisingly, consistent with the report that cold exposure down-regulates zebrafish hematopoiesis [46], DNA methylation in the promoter region of *erythrocyte membrane protein band 4*.*1b* (*epb4*.*1b*) changed significantly after cold treatment, and mRNA level of *epb4*.*1b* was down-regulated (Fig 5C), indicating this change is not unique in blood cells. Genes involved in chromatin modifying were affected significantly in cold treated cells, such as *lysine (K)-specific demethylase 4A* (*kdm4a*), *methyltransferase like 6* (*mettl 6*), *histidine decarboxylase* (*dhc*), suggesting the involvement of additional epigenetic mechanisms (S4 Table). Those data indicate that DNA methylation in promoter regions may play important roles in cold acclimation of fish cells.

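The promoter peak of mettl6 (ENSDARG00000070085, chromosome 16, 43005605 to 43006705) held 22 reads at 28°C and 0 reads in both libraries from 18°C. That of hdc (ENSDARG00000075454, chromosome 18, 222653 to 223347) held 16, 0 and 0 reads. The ratios of (RPM + 1) to 28°C were 0.118 for mettl6 and 0.156 for hdc at both times, with an FDR of at most 0.0016 by Fisher's exact test. With each 0 replaced by the smallest count of that library, mettl6 passed the threshold at 18°C /5d only, and hdc at neither time. Of the other promoter peaks, that of mettl6 held 27, 28 and 22 reads and the 2 of hdc 7, 0 and 10 reads and 9, 0 and 7 reads, and none of these was called.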

Global genomic DNA methylation level increased in short-term cold treated cells and then decreased to a slightly lower level in long-term cold acclimated cells, although the trends of DNA methylation of many cold responsive genes mentioned above are same at both time points. It's interesting that genes of folate biosynthesis pathway are significantly hypomethylated after short-term cold exposure in ZF4 cells, so that change of folate biosynthesis activity shows the same trend with global genomic DNA methylation level. Considering that folate is a key active methyl-group donor for DNA methylation [34, 47, 48], the correlation between folate biosynthesis, DNA methylation, and short-term cold response will be explored. Folate not only affects DNA methylation reaction, but also may play roles in cold adaptation via other mechanisms. Anti-oxidative effects of folic acid have been reported [49, 50], and folate can alleviate cold-induced elevation of homocysteine and lipid peroxidation [51], suggesting another role of folate biosynthesis in cold response of fish cells.

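Of the peaks called against 28°C at both times, 1447 lay in exons and 4678 in intergenic regions. Among the 7813 peaks lower at both times, 40.8% lay in introns and 10.4% in exons, and among the 4786 higher at both times, 38.4% and 13.2%.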

The majority of CRMs are located in non-coding regions, indicating DNA methylation in non-coding regions might play more important roles in gene regulation under cold pressure. It is widely accepted that many non-coding DNAs, including enhancer, repressor, insulator regulatory elements and small RNAs genes, play important roles in gene regulation involving multiple processes. It is also reported recently that DNA methylation in enhancer regions [52], insulator regions [53], and non-coding RNAs gene regions [54] is related with gene expression regulation, so DNA methylation of those non-coding regions might also play roles during cold acclimation in fish cells. In our study, DNA methylation levels in repeat sequences decreased in long-term cold acclimation cells, which could contribute to understanding of the extensive duplication of LINEs (Long interspersed nuclear elements) in the Antarctic species under constant cold pressure [18].

DNA methylation is not the only epigenetic mechanism involved in cold acclimation in fish cells. Our data showed that altered enrichment of two histone modifications in promoter regions of two cold responsive genes (*p53* and *selenbp1*) affect gene expression, indicating other epigenetic mechanisms might play roles in cold acclimation of fish cells. Variation of DNA methylation and expression of chromatin modifying enzymes under cold pressure in this study also indicates the involvement of multiple epigenetic mechanisms. It is interesting to investigate how other epigenetic mechanisms, such as histone modifications and chromatin structures, are involved in cold acclimation.

Our study indicated fish cells possess the cold tolerance ability under low temperature and DNA methylation is extensively involved in this acclimation process.

## Supporting Information

S1 Fig Growth and viability assay of ZF4 cells under cold pressure. A. ZF4 cells were cultured at 18°C for up to 30 days. Long-term growth assay were performed for 0, 5, 10, 15, 20, 25 and 30 days. B. ZF4 cells were cultured at 18°C for 5 or 30 days for short-term or long-term acclimation, then acclimated and non-acclimated (28°C) ZF4 cells were exposure to 10°C for 3 days, the cell viability was measured by Trypan blue exclusion test.
(PDF) Click here for additional data file.

S2 Fig Bisulfite sequencing PCR (BSP) assay for esrra and cacng6a gene loci. Genomic DNAs from different samples were bisulfite converted and amplified with specific primers for *esrra* (A) and *cacng6a* loci (B). Ten individual clones were sequenced for each sample. IGV images created from MeDIP-seq data for esrra locus are shown in Fig A. Black dots present methylated CpG and circles present un-methylated CpG. Percentage of relative methylated CpGs is shown in the figure.
(PDF) Click here for additional data file.

S3 Fig MeDIP-qPCR assay of selected gene loci. Isolated genomic DNAs were subjected to MeDIP assay. Frequency of DNA methylation of immunoprecipitated DNA was calculated by the comparative threshold cycle (CT) method. Statistical analysis was performed using GraphPad Prism 5 software. The Student t test was used on measurements from 28°C, 18°C /5d and 18°C /30d samples from 3 experimental replicates. An asterisk represents significant difference compared to 28°C sample (P<0.05). **: P<0.01, ***: P<0.001.
(PDF) Click here for additional data file.

S4 Fig Quantitation assay of global genomic DNA methylation of ZF4 cells under cold pressure. Genomic DNAs were isolated from cells cultured at 18°C (A) or 28°C (B) for indicated times. Quantitation assay of global genomic DNA methylation was performed with MethylFlash Methylated DNA 5-mC Quantification Kit. Percentage of DNA methylation was calculated according to the protocol. Error bars represent standard deviations (SD) (n = 3). An asterisk represents significant difference of signal compared to 28°C sample (P<0.05). **: P<0.01. ***: P<0.001.
(PDF) Click here for additional data file.

S5 Fig DNA methylation levels in promoter regions and mRNA levels of cold-related genes in ZF4 cells under normal culture condition. ZF4 cells were cultured at 28°C for 5 or 30 days, then MeDIP-qPCR (A) and RT-qPCR (B) were performed to detect DNA methylation levels in promoter regions and mRNA levels of indicated genes. Frequency of DNA methylation and relative expression were carried out by the comparative threshold cycle (CT) method. Statistical analysis was performed using GraphPad Prism 5 software. The student t test was used on measurements from 3 experimental replicates. Error bars represent standard deviations (SD) (n = 3). An asterisk represents significant difference compared to 28°C sample (P<0.05). **: P<0.01, ***: P<0.001.
(PDF) Click here for additional data file.

S1 Table Primers for MeDIP-qPCR analysis. (XLSX) Click here for additional data file.

S2 Table Primers for RT-qPCR analysis. (XLSX) Click here for additional data file.

S3 Table Primers for ChIP-qPCR analysis. (XLSX) Click here for additional data file.

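S4 Table lists promoter peaks called against 28°C at both times, with the ratio of (RPM + 1) to 28°C at each time. It holds 1023 peaks, 1009 transcripts and 791 genes with an identifier. Each of the 1023 peaks was also called from the deposited read counts, and 2 further promoter peaks were called that S4 Table does not list. The ratios at 18°C /5d differed by at most 4.87e-04. Of the 1023 peaks, 420 had a count of 0 at 28°C, for which the ratio is the RPM of the other library plus 1. Of 15 genes named in the article, each had 1 promoter peak called at both times, with a count of 0 in both libraries from 18°C in 10 genes and at 28°C in 5. Among the other promoter peaks of these genes, those of aqp1a.2, txnipb, esrra and mettl6 had reads in all 3 libraries, and those of atp5j, cacng6a, camk2a and hdc had a count of 0 in 1 library each.

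**Figure D2:**
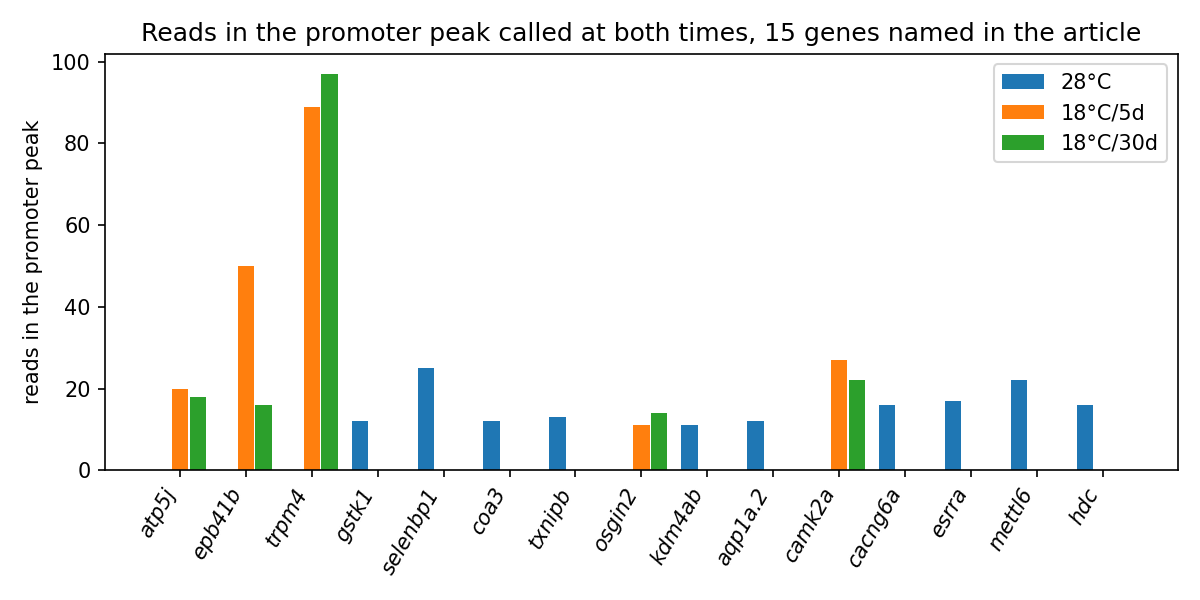
Reads of each pooled library (vertical axis, number of reads, from 0) in the promoter peak called against 28°C at both times, for 15 genes named in the article (horizontal axis), with 1 bar per library and no replicates. A missing bar stands for 0 reads, and each gene lacks either the bar of 28°C or both bars of 18°C.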

S4 Table DNA methylation variation in promoter regions after cold treatment (Fold > = 2 or < = 0.5, FDR< = 0.01). (XLSX) Click here for additional data file.

S5 Table Enriched GO categories of DMRs after cold treatment (Fold >1.3, P<0.05, FDR<0.2). 

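S5 Table lists 203 GO categories with the ratio and P value of the authors' enrichment test. Of these, 63 could be tested with the GO annotation of the gene table at a minimum of 10 genes, and 37 of the 63 were enriched among the genes with a peak called at both times. Against genes with as many peaks, 2 of the 63 were enriched. The median ratio of the 63 categories was 1.52, and 1.05 against genes with as many peaks.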

(XLSX) Click here for additional data file.

## Abbreviations

MeDIP: Methylated DNA immunoprecipitation
CGI: CpG island
ChIP: Chromatin immunoprecipitation
GO: Gene ontology
TSS: Transcription start site
RPM: Reads per million
RPKM: Reads Per Kilobase per Million mapped reads
BSP: Bisulfite sequencing PCR
DMR: Differentially methylated regions
ROS: Reactive oxygen species

# Supplementary material for: Variation of DNA Methylome of Zebrafish Cells under Cold Pressure
**Source:** PLoS One. 2016 Aug 5;11(8):e0160358. doi: 10.1371/journal.pone.0160358
**Supplement:** S2 Fig — Genomic DNAs from different samples were bisulfite converted and amplified with specific primers for esrra (A) and cacng6a loci (B). Ten individual clones were sequenced for each sample. IGV images created from MeDIP-seq data for esrra locus are shown in Fig A. Black dots present methylated CpG and circles present un-methylated CpG. Percentage of relative methylated CpGs is shown in the figure.

**A**

Chr. 21: 25996382- 25997240  
(CGI: ~ 9kb upstream of *esrra* gene)

Igv image created from MeDIP-seq data

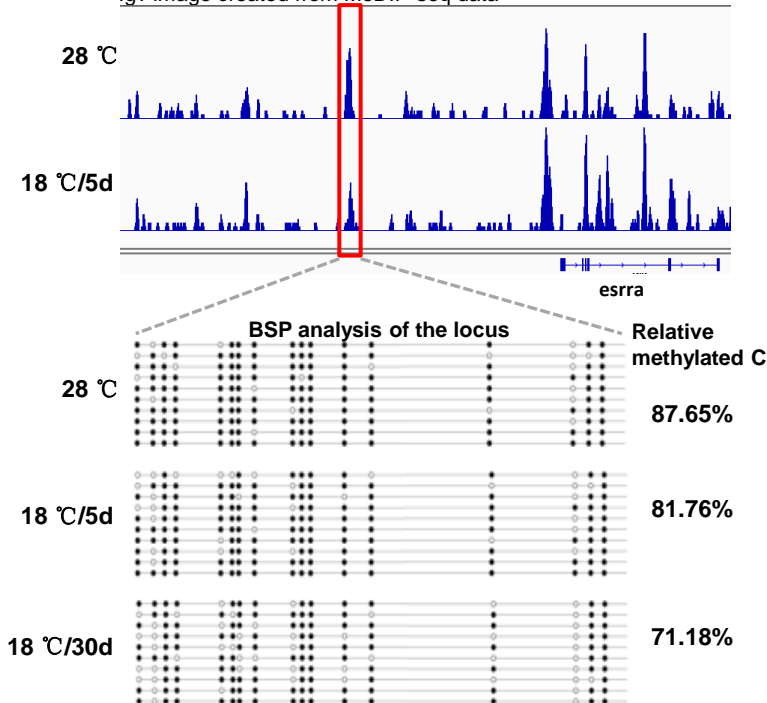**B**

Chr.19: 10406775-10407187  
(CGI: ~ 2.3 kb upstream of *cacng6a* gene)

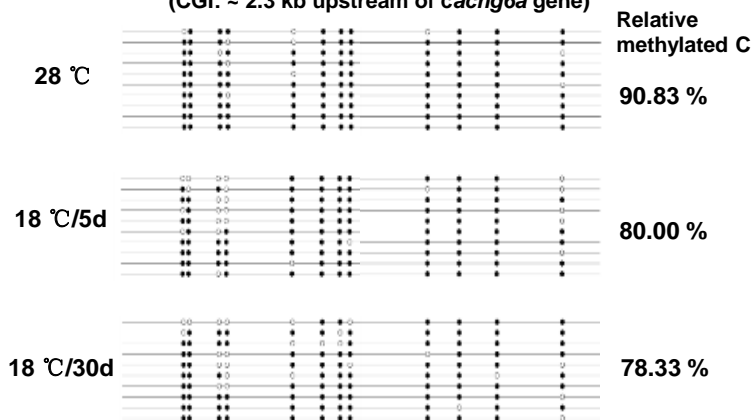

BSP analysis of the locus

How the deposited data were processed for this re-analysis (not part of the article)

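ZF4 cells were kept at 28°C or at 18°C for 5 or 30 days. MeDIP-seq was done on 1 library per condition, each from 3 pooled cultures, and RNA-seq on 3 libraries per condition. The paper's text describes MeDIP-seq and does not name RNA-seq methods. A library of input DNA from 28°C was not analysed here, since the deposited tables hold no column for it.

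For MeDIP-seq, the authors filtered reads with FASTX-Toolkit, aligned them with Bowtie2 to Zv9/danRer7, called peaks with MACS in each library, merged the peak sets with Bedtools and deposited the read counts of each library on each of the 160561 reference peaks. The authors also deposited RPM values (rpm), which are counts scaled to the library's reads on these peaks, since reads divided by RPM give the sum of the reads column. The deposited ratio between 2 libraries is that of (RPM + 1), and the authors give a Fisher's exact test p-value (p_value) and FDR for each peak. For RNA-seq, the authors deposited counts per Ensembl gene without normalization, RPKM values, a ratio, a log2 fold change and p-values (p_value) per gene. The steps behind these counts and tests are not described in the paper's text. A further 9 columns with TPM values were not used here.

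The reads on peaks served as library totals, because the authors' RPM values are relative to them; mapped reads, which had been planned, are not in the tables. Each peak was tested with the two-sided Fisher's exact test and Benjamini-Hochberg adjustment over all peaks, and called at an FDR of at most 0.01 and a ratio of (RPM + 1) of at least 2 or at most 0.5. The recomputed ratios differed from the authors' by at most 5.00e-04. Peaks called against 28°C at both times were taken as cold-related methylation regions (CRMs), as the paper defines them. Annotation of peaks to regions, genes and CpG islands is the authors', as is that of genes to GO categories and pathways in the gene table. Pathways and GO categories were compared with 10000 random lists, of peaks in 50 classes of RPM or of genes with similar numbers of peaks. With 1 pooled library per condition, the tests compare libraries and no p-value is given across peaks.

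RNA-seq counts were tested with edgeR 4.0.16 (quasi-likelihood F-test after TMM normalization and filterByExpr, which kept 19622 of 32677 genes), with the 9 libraries in one fit and without a block. Genes were called at a Benjamini-Hochberg adjusted p under 0.05. Total counts were 42137732, 40632758 and 22269276 at 28°C, 38243376, 41403897 and 22504969 at 18°C /5d, and 37509447, 44853311 and 21407769 at 18°C /30d, in the order of replicates 1 to 3. The pairing of libraries across conditions comes only from the replicate numbers in the sample labels, since the text does not state that cultures were paired. It was checked on the counts: after the mean of each condition was removed, libraries with the same number had a mean correlation of 0.559 across genes and libraries with different numbers -0.242. Lists of genes (DNA methylation machinery, cold and heat shock proteins, cell cycle and folate biosynthesis) were set with the design. Means of log2(CPM + 1) per library were compared with an exact two-sided permutation test, for which 3 against 3 libraries allow no p below 0.1, and median log2 fold changes with 10000 lists of genes of similar expression.

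The genes and loci named in the text are those the paper names, of which 1 is not reported here, the genes of these lists, the 3 promoter peaks with the lowest and the 3 with the highest product of ratios, and for RNA-seq in each comparison with 28°C the 5 genes with the largest rise and the 5 with the largest fall among those past the threshold, without overlap between the groups and with a mean above the median of tested genes. Symbols were matched through a current annotation of zebrafish genes, which gave a symbol for 20119 of the 32677 genes.

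The design, the gene lists and the following alternatives were set before the data were examined. For peaks, they were a pseudocount of 0.1, only peaks with reads in all 3 libraries, each 0 replaced by the smallest count of that library, library totals scaled by the median ratio, an FDR of at most 0.001 with 4-fold, at least 10 reads, 1 value per gene and weighting by reads. For RNA-seq they were DESeq2 1.42.0, upper-quartile scaling, no filter, a replicate block, only the 6 libraries compared, a 2-fold minimum and leaving out each library in turn. Each 0 replaced by the 10th percentile of the library's counts above 0, GO categories of genes called at either time, and replicates 1 and 2 only were added after the data were seen.

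Both tests were also tested on simulated data. Of 200 peaks with a 4-fold change and at least 20 expected reads, 139 (69.5%) were called, with 1 other peak of 160561. This does not cover differences between MeDIP-seq libraries of the same condition, for which there are no replicates. Of 200 genes with a 4-fold change, 14 (7%) were called at the spread of these libraries without the replicate block, 140 (70%) at the spread with the block and 192 (96%) at a dispersion of 0.05 for every gene, with 1, 9 and 6 other genes called. The work was done in R 4.3.3 with limma 3.58.1 and in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.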

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

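In this part, the test on counts of 0 and the fit with replicates 1 and 2 only were chosen only after the result was seen.

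Called against 28°C at both times but in opposite directions were 46 peaks, of which 37 were higher at 18°C /5d and lower at 18°C /30d and 9 the reverse. They stood out because the direction differed between the times, which is how they were selected. Only 5 of the 46 had reads in all 3 libraries. A candidate explanation for the others is that a count of 0 marks a peak not called in that library. Among the 76611 peaks with reads in all 3 libraries, 86 were called at both times, against 12645 over all peaks. This follows from the share of these peaks with a 0 and cannot tell a peak not called from a true absence of reads. With 1 library per condition, a difference between times cannot be told apart from a difference between libraries.

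Among the peaks with reads in all 3 libraries, 1944 differed in the 18°C /5d library from both others in the same direction, 1220 lower and 724 higher. The same count was 104 for the 18°C /30d library and 81 for the 28°C library. It stood out because the 18°C /5d library sits apart while the 28°C and 18°C /30d libraries resemble each other. The paper does not report this comparison. One technical explanation is a change of the ratio with the height of the peak. From the lowest to the highest of 5 classes of peak height, the median log2 ratio to 28°C rose by 0.09 at 18°C /5d and fell by 0.19 at 18°C /30d, in the same direction in 5 of the 5 genomic regions. Such a trend may come from a difference in immunoprecipitation enrichment between libraries, but 1 library per condition cannot separate this from cold. When only the peaks with reads in all 3 libraries were tested, 1380 differed in the 18°C /5d library, and 1298 did after the median ratio at each height was removed. The trend is small against the 2-fold threshold of these peaks, so its removal could take away few of them. A difference between the pooled libraries that does not follow height could not be tested without replicates, so a short-term response to cold remains a hypothesis.

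The paper does not report the RNA-seq libraries. Without a replicate block, 12 genes passed an adjusted p of 0.05 at 18°C /30d against 28°C, 8 higher and 4 lower, with 2679 genes at an unadjusted p under 0.05. At 18°C /5d against 28°C, 0 genes passed, with 2220 at an unadjusted p under 0.05, and 0 genes differed between 18°C /30d and 18°C /5d, with 252 at an unadjusted p under 0.05. In 3674 of 19622 genes (18.7%), the libraries of 18°C /30d did not overlap those of 28°C, against 10% by chance. Each of the 12 genes had an adjusted p of 0.0445. The genes named by the rule were ENSDARG00000078680 (log2 fold change 4.15, standard error 0.46), golga7ba (2.13, 0.24), cited4b (1.71, 0.22), rcn3 (-1.83, 0.22) and adka (-1.74, 0.21), each without overlap between 18°C /30d and 28°C. Over the alternatives, their adjusted p ranged from 7.25e-14 to 0.218.

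A replicate block gave 297 genes at 18°C /30d against 28°C (200 higher, 97 lower) and 51 at 18°C /5d (25 higher, 26 lower). The block rests on the replicate numbers, for which the correlation of deviations was 0.559 within a number and -0.242 between numbers. With the block and each library left out in turn, the numbers ranged from 1 to 77 at 18°C /30d and were 0 at 18°C /5d, where 2015 to 3289 genes had an unadjusted p under 0.05. The libraries of replicate 3 had 21407769 to 22504969 counts, and ENSDARG00000070212 took 7.25%, 7.77% and 7.74% of their counts against at most 0.190% in the other 6 libraries. With replicates 1 and 2 only, 54 genes passed at 18°C /30d, 9 of them among the 12. A difference between library batches may therefore account for the low number without the block. Without the 3 genes with the largest shares in replicate 3, 11 genes passed. The scaling of the libraries already trims such genes, so this could hardly have come out otherwise and does not rule out an effect of the shares. At the spread without the block, the test on simulated data called 14 of 200 genes with a 4-fold change.

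The 6 libraries of 2 conditions can be split in 10 ways, of which 4 part all same-numbered pairs. As many genes as in the real split, itself included, were found in 4 of 4 such splits at 18°C /5d against 28°C, 1 of 4 at 18°C /30d against 28°C and 4 of 4 between 18°C /30d and 18°C /5d. With the replicate block, the counts were 1 of 4, 1 of 4 and 4 of 4. Each 4 of 4 belongs to a real split with 0 genes, which any split matches, so it cannot test the grouping. By genes at an unadjusted p under 0.05 without the block, the real split gave 2220 against at most 488 in the 3 others at 18°C /5d, and 2679 against at most 493 at 18°C /30d. These splits cannot give a share under 0.05. The other 6 splits keep 2 same-numbered pairs together and gave up to 8 genes without the block and up to 161 with it, in both cases between 18°C /30d and 18°C /5d. At an unadjusted p under 0.05 without the block, they gave up to 2028 genes at 18°C /5d and up to 3887 at 18°C /30d, the latter more than the real split. These splits mix the replicate batch into the comparison. With the block, 0 genes passed in any of the other splits against 28°C, in place of 51 at 18°C /5d and 297 at 18°C /30d. By genes at an unadjusted p under 0.05 with the block, the real split gave 3300 against up to 3468 at 18°C /5d and 3893 against up to 1708 at 18°C /30d. All 3 conditions hold 1 library of each replicate number, so the batch is balanced over conditions. Such a balanced batch cannot by itself make genes differ between conditions. With the block at 18°C /30d, 297 genes passed against 0 in every other split, which argues against the replicate batch as their cause. Any other difference between cultures is not set apart from cold here, because so few splits cannot give a share under 0.05.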

How the results depend on the processing

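The alternatives are those named in the processing summary. The alternatives given as added were chosen only after the result was seen.

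For peaks, the counts stayed within 1.5-fold with a pseudocount of 0.1, with scaled library totals and with at least 10 reads. With scaled totals, however, the share of higher peaks among those called between 18°C /30d and 18°C /5d fell from 62.9% to 52.7%, and at 18°C /30d against 28°C the numbers went from 17506 higher and 14851 lower to 14758 and 14960. With at least 10 reads, the higher share of CRMs fell from 38.0% to 27.2%, that of the peaks called at 18°C /5d from 47.5% to 33.2% and that at 18°C /30d from 54.1% to 45.0%. With only the peaks with reads in all 3 libraries, 2525 peaks were called at 18°C /5d, 79 at 18°C /30d and 2386 between these, with 21 CRMs, a promoter share of 9.52%, an intergenic share of 52.4% and 2 transcripts with a promoter CRM. With each 0 replaced by the smallest count of that library, the counts were 7553, 1966 and 7699, with 524 CRMs (53.4% of those with 1 direction higher, against 38.0%), a promoter share of 9.92%, an intergenic share of 40.1% and 52 transcripts. With an FDR of at most 0.001 and 4-fold, they were 13003, 11649 and 11513, with 3237 CRMs, a promoter share of 8.74% and 283 transcripts. With each 0 replaced by the 10th percentile of the library's counts above 0 (added), they were 3321, 357 and 3122, with 101 CRMs. The number of CRMs thus depends on how counts of 0 are treated. The median log2 ratio was 0 at both times, -0.002 at 18°C /5d and 0.0606 at 18°C /30d with only the peaks with reads in all 3 libraries, and -0.15 and 0.15 with each 0 replaced by the smallest count. The -0.15 is the ratio of 2 reads at 18°C /5d to 3 reads at 28°C, which the replacement gives to peaks with a 0 in both, and is no shift of methylation. For the other shifts, the cause was not tested.

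Weighted by reads, promoters held 8.92% at 28°C, 9.32% at 18°C /5d and 9.00% at 18°C /30d, introns 36.6%, 36.1% and 36.5%, intergenic regions 38.4%, 38.1% and 38.4%, and CpG islands 9.48%, 10.0% and 9.50%. The exon share at 18°C /5d was 13.3%, and downstream regions held 3.17% at 28°C and 3.10% at 18°C /5d. The cause was not tested. The median ratio of folate biosynthesis peaks stayed below 1 under each of the 5 alternatives, between 0.695 and 0.855. The median over all of them is the ratio of a mocs1 peak with 38 reads at 28°C and 26 at 18°C /5d. The pseudocount, the replaced 0 and the scaled totals could hardly move such a peak and do not speak to stability. With genes called at either time (added), 32 GO categories were enriched in place of 64. As 68.8% of the genes have such a peak, no category can exceed 1.45-fold, so few can reach 1.3-fold and the lower number does not speak to stability.

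For the named loci, 113 of 138 values kept their direction and side of the threshold, and 23 no longer passed with each 0 replaced by the smallest count. The trpm4 peak enters these counts repeatedly, as a gene the paper names and again among the highest promoter peaks. With scaled library totals, the ratios of gch1 and gch2 at 18°C /30d, 1.03 and 1.04, turned to 0.988 and 0.991, because the total went from 2952954 to 2920078 at 28°C and from 2406158 to 2507358 at 18°C /30d, which lowers the ratio of all peaks with reads. The named loci with a count of 0 have no value with only the peaks with reads in all 3 libraries.

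For RNA-seq, upper-quartile scaling and a 2-fold minimum kept the counts (13 and 12 genes at 18°C /30d). DESeq2 gave 576 genes at 18°C /5d, 945 at 18°C /30d and 2 between these. The replicate block gave 51 at 18°C /5d and 297 at 18°C /30d, and replicates 1 and 2 only (added) gave 1 and 54. At 18°C /30d, no filter gave 2 genes and only the 6 libraries compared gave 0, with 2118 at an unadjusted p under 0.05. With 1 library left out, from 0 to 2 genes passed at 18°C /30d (2209 to 3068 at an unadjusted p under 0.05), 0 at 18°C /5d (1712 to 2400) and 0 between these (128 to 452). The spread between replicates limits these counts, since the block lowers the common dispersion from 0.239 to 0.107. For DESeq2, the cause was not tested.

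Of 264 values of the 11 named genes, 195 were unchanged, 40 no longer passed, 14 newly passed and 15 reversed. The log2 fold change at 18°C /5d of atp5j was -0.08 and 8.15e-04 with the block. That of trpm4 was -0.06, 0.0104 with the block and 0.17 with replicates 1 and 2. Across the fits that left out 1 library, the 18°C /5d values ranged from -0.35 to 0.12 for atp5j, from -0.18 to 0.89 for epb41b and from -0.31 to 0.44 for trpm4. The 18°C /30d values ranged from -0.35 to 0.12 for atp5j and from -0.13 to 0.60 for trpm4. The cause was not tested.

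The expression difference between genes with a promoter CRM lower and higher at both times kept its sign at 18°C /30d. At 18°C /5d it was -0.02, but 0.0181 with promoter regions called after each 0 was replaced by the smallest count and 0.00268 with a pseudocount of 0.1; the cause was not tested. The alternatives planned for normalized values were not run, because the RNA-seq values are counts. Promoter lists from peaks with reads in all 3 libraries gave no genes to compare.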

Differences from the paper's values

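The paper's median ratio of the folate biosynthesis peaks at 18°C /5d is 0.508, and the value found here was 0.833 over 21 peaks. With 1 value per gene, an alternative set before the data were examined, the ratio was 0.695 and lay within 1.5-fold of the paper's. The paper's 0.508 is also the ratio of 1 of the 21 peaks. It is a promoter peak of intestinal alkaline phosphatase, tandem duplicate 2, with 17 reads at 28°C and 6 at 18°C /5d. The paper does not state which peaks entered its median, so the cause of the gap remains open. The other 4 alternatives did not close the gap. A pseudocount of 0.1 gave 0.821 and only peaks with reads in all 3 libraries 0.855. Each 0 replaced by the smallest count gave 0.833 and scaled library totals 0.836. Apart from the restriction to peaks with reads, these could hardly move the median, which is the ratio of a mocs1 peak with reads in both libraries.

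The paper's number of enriched GO categories is 203, and the number found here was 64 of 460 tested. No alternative was set for this count before the data were examined. The added alternative of genes called at either time, chosen after seeing the values, gave 32, where 68.8% of the genes had such a peak and the largest possible ratio was 1.45.

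The paper describes methylation levels as higher in the different genomic regions at 18°C /5d (Fig 2). Here, the level of a peak was log2(RPM per kilobase of peak length + 1). Its median was higher in 5 of 5 regions among peaks with reads in the library in question. It was lower in 4 of 5 over all peaks and over the peaks with reads in all 3 libraries. In CpG islands, it was lower in each of these 3 sets, by -0.01 among peaks with reads in the library. Ratios of (RPM + 1), without peak length, were also taken peak by peak over the peaks with reads in all 3 libraries. Their median log2 was instead above 0 in promoters (0.01), exons (0.05) and CpG islands (0.02) and below 0 in the 3 other regions. By the mean over all peaks, 5 of 5 regions were lower at 18°C /5d. The changes were -0.10 in promoters, -0.03 in exons, -0.08 in introns, -0.13 in downstream and -0.09 in intergenic regions. Among peaks with reads in the library in question, the mean was instead higher in 5 of 5 regions, from 0.02 downstream to 0.09 in exons. Over the peaks with reads in all 3 libraries, it was higher in exons alone (0.009). The paper describes upstream, downstream and intron regions as lower than control at 18°C /30d. Here, the median was higher in 5 of 5 regions in each of these 3 sets of peaks. By the mean, however, 5 of 5 regions were lower over all peaks. The changes were -0.03 in promoters, -0.04 in exons, -0.07 in introns, -0.06 in downstream and -0.05 in intergenic regions. In both other sets of peaks, the mean was higher in 5 of 5 regions, by 0.06 to 0.07. In RPKM of whole regions, the paper's measure, the data were not analysed here. RPM is scaled to the reads on peaks, so a change in all peaks alike cannot show in these values. Peaks with reads were fewer at 18°C (113531 and 113789) than at 28°C (119436), which tends to raise their RPM. The values therefore cannot test the rise and fall of the global level that the paper reports.

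The paper places the majority of CRMs in intergenic regions. Here, 37.0% were intergenic and 39.9% intronic. With only the peaks with reads in all 3 libraries, the intergenic share was 52.4% of 21 CRMs (interval 32.4% to 71.7%). Of the 86 CRMs with reads in all 3 libraries by the comparison over all peaks, 39.5% were intergenic.

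The paper lists steroid hormone biosynthesis and linoleic acid metabolism among the pathways past its ratio threshold of 1.1. Here, their median ratios at 18°C /30d were 1.05 and 1.06, below it. Over the 41 and 36 of their peaks with reads in both libraries, the medians were 1.194 and 1.101, above it. The paper lists fpgs among the hypomethylated genes of folate biosynthesis at 18°C /5d. Here, its single peak had 0 reads at 28°C and 13 at 18°C /5d.

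The paper describes the RT-qPCR levels of atp5j, epb41b and trpm4 as changed and negatively related to methylation, which rose at both times. In the RNA-seq libraries, the log2 fold changes at 18°C /5d and 18°C /30d were -0.08 and -0.08 for atp5j, 0.22 and 0.96 for epb41b, and -0.06 and 0.10 for trpm4. None passed the threshold under any alternative, and the lowest adjusted p by any of them was 0.284. Expression was low for epb41b (0.158 to 1.14 CPM) and trpm4 (0.716 to 1.67 CPM), against a median of 8.27 CPM over tested genes. The standard errors were 0.63 and 0.62 for epb41b, 0.50 and 0.49 for trpm4, and 0.37 at both times for atp5j. With errors of this size, the RNA-seq values cannot settle whether these genes changed.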

Other observations

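In this part, the tests on counts of 0, on differences of any 1 library and on the cell cycle genes were chosen only after the result was seen.

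Of the CRMs, 99.3% had a count of 0 in at least 1 library. A candidate explanation is that a 0 marks a peak that was not called in that library and not an absence of reads. Among peaks with reads in all 3 libraries, 86 CRMs were found in place of 12645, which restates this share and does not test the explanation. A count at the low end of a continuous range would leave peaks with 1 read, and 0 such peaks were found in the 3 libraries together. At places where both other libraries had at least 100 reads, the 28°C library had a 0 in 7 of 619 peaks, the 18°C /5d library in 3 of 796 and the 18°C /30d library in 34 of 1226. Counts above 0 and of at most 25 reads were found in 0 of these peaks at 28°C, 9 at 18°C /5d and 2 at 18°C /30d. The highest such peak, chosen after its values were seen, lies on chromosome 15 from 44942328 to 44953105 and held 952 reads at 28°C, 1197 at 18°C /5d and 0 at 18°C /30d. In the 28°C and 18°C /30d libraries, these values are consistent with counts that were set to 0 outside the peaks called in a library. At 18°C /5d, the picture depended on the limit. With at least 20 reads in both others, 1300 peaks had a 0 and 123 a count above 0 of at most 5. With at least 50 reads, 53 peaks had a 0 and 76 a count above 0 of at most 12. The deposited values cannot show how many reads regions with a 0 had. Any 1 library can also differ from the others: 17699 peaks differed at 18°C /5d from both other libraries, more than the 12599 that differed at 28°C from both libraries of 18°C. With 1 library per condition, regions related to cold cannot be told apart from differences of the 28°C library.

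The enrichment of GO categories may follow from the number of peaks per gene. After genes were matched on it, 12.5% of the 64 categories were kept. Actin filament organization (2.46-fold, 1.63-fold after matching) and NADP binding (1.97-fold and 2.16-fold) were the first of these 8, chosen after their values were seen. The limit of 5% of lists was not adjusted for the 460 categories tested, so these 8 may include categories that passed by random draw. Whether they respond to cold was not tested.

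The share of peaks that were CRMs differed between chromosomes, from 4.14% on chromosome 24 to 11.5% on chromosome 6, with 7.88% over all. Of the 822 CRMs on chromosome 6, 564 were lower at both times. If chromosome 6 differed in copy number between libraries, its peaks with reads in all 3 libraries would be shifted in ratio. Ranked by the distance of the median log2 ratio from the median chromosome, it was number 20 of the 25 at 18°C /5d and number 15 at 18°C /30d. The share expected from the numbers of reads of its peaks was 7.63%, near that of all peaks. Both technical explanations were set aside by these values, and a difference of the 28°C library was not tested and may remain. No biological explanation was tested.

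Genes with a promoter CRM lower at both times (348 tested) and higher at both times (227 tested) were compared in the RNA-seq libraries. The mean log2 expression of the lower group minus that of the higher group changed by -0.02 at 18°C /5d (exact permutation test, two-sided, p = 0.4, n = 3 against 3) and by -0.05 at 18°C /30d (p = 0.3, exact). The change was negative in each of the 3 same-numbered pairs at both times, from -0.03 to -0.01 and from -0.07 to -0.03. The median log2 fold change was 0.01 in the lower group and -0.03 in the higher group at 18°C /5d, at or above 71.8% and 13.1% of lists of genes matched on expression, and 0.06 and 0.07 at 18°C /30d (94.8% and 84.2%). The sign of the difference at 18°C /5d thus depended on the measure.

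Genes with a promoter peak in the MeDIP-seq table were expressed at a lower level than other genes in 9 of 9 libraries, with differences in median log2 expression from -0.21 to -0.04. Matched on gene length, the difference was -0.13 on average and was negative in 9 of 9 libraries, so length did not account for it. Other properties of these genes were not tested.

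Among genes the paper names, the log2 fold change of selenbp1 was 1.22 at 18°C /5d (adjusted p = 0.163 by edgeR, from 7.33e-04 to 0.429 over the alternatives) and 1.67 at 18°C /30d (0.0693, from 1.71e-07 to 0.252), higher in 3 of 3 libraries than in every 28°C library. With the replicate block, its adjusted p was 0.0590 and 0.0252. For gch1 it was 2.05 (adjusted p = 0.178, from 0.00610 to 0.469) and 2.02 (0.133, from 0.00476 to 0.315), and for gch2 1.85 (adjusted p = 0.369, from 0.149 to 0.692) and 2.00 (0.266, from 0.0773 to 0.547). For gstk1, whose promoter peak was lower, the log2 fold change was -1.20 and -1.55 (adjusted p = 0.322, from 0.114 to 0.600, and 0.163, from 0.0285 to 0.346). In the edgeR fit of all libraries without the block, none of these passed an adjusted p of 0.05. With the block, gch1 had an adjusted p of 0.0609 at 18°C /5d and 0.0366 at 18°C /30d, and gstk1 of 0.114 and 0.0507.

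The authors deposited their own comparisons of the RNA-seq libraries, in which they called 455 genes at 18°C /5d, 601 at 18°C /30d and 51 between these. Of those, 0, 12 and 0 also passed here without the block, and 49, 208 and 0 with it. The direction was the same in 435 of 435, 584 of 584 and 51 of 51 genes tested here.

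The genes of the DNA methylation machinery (16 tested) changed at 18°C /30d by -0.27 in mean log2 expression (exact permutation test, two-sided, p = 0.1, the smallest that 3 against 3 allow). The change was -0.26, -0.42 and -0.14 in the 3 pairs, and 11 of 16 genes had a log2 fold change below 0. Its median was -0.32, at percentile 2.00 of lists matched on expression, and -0.08 at 18°C /5d (percentile 31.2). With the block, these medians were -0.34 and 0.06. Also with the block, mat2aa passed (adjusted p = 0.0446 at 18°C /5d and 0.0440 at 18°C /30d by edgeR, 0.282 and 0.305 without it). At 18°C /5d, the difference was -0.14 (exact p = 0.3). Cold and heat shock genes changed by 0.31 (exact p = 0.2) and 0.13 (exact p = 0.7). Folate biosynthesis genes changed by 0.06 (exact p = 0.8) and 0.08 (exact p = 0.7) in the mean. Their median log2 fold change was instead -0.21 and -0.12, with 4 of 7 genes lower at both times. The medians of both lists stood at percentiles from 22.9 to 92.3 of matched lists. With the cell cycle list, the lists give 8 comparisons, and the exact test on 3 against 3 libraries cannot pass 0.05 in any.

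The 10 cell cycle genes tested were lowest in the 28°C replicate 3 library, all 10 of them, at a mean log2 expression of 1.83 against 6.30 and 6.24 in the other libraries at 28°C. Of these genes, ccnb1 had 1.76 CPM there against 298 and 152. If the batch of replicate 3 were the cause, the same gap would be seen at 18°C. The gap of replicate 3 to replicates 1 and 2 was -4.44 at 28°C and -0.72 on average at 18°C, so the batch alone did not account for it. Slower growth of that culture may explain the values but was not tested. Between 28°C and 18°C, the cell cycle genes changed by -0.67 and -0.69 at 18°C /5d in pairs 1 and 2 but by 3.49 in pair 3, and at 18°C /30d by -0.96, -0.29 and 2.64 (exact permutation p = 1 at both times). The median log2 fold change was -0.22 at 18°C /5d, with 7 of 10 genes lower, and -0.43 at 18°C /30d, with 10 of 10 lower. Among lists matched on expression, these stood at percentiles 7.44 and 0.550, while 0 of the 10 genes had an unadjusted p under 0.05 at either time. With the replicate block, the median was 0.39 at 18°C /5d, with 9 of 10 genes higher, and -0.05 at 18°C /30d, with 7 of 10 lower, so the direction at 18°C /5d depended on the block.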
